# Postnatal state transition of cardiomyocyte as a primary step in heart maturation

**DOI:** 10.1007/s13238-022-00908-4

**Published:** 2022-04-08

**Authors:** Zheng Li, Fang Yao, Peng Yu, Dandan Li, Mingzhi Zhang, Lin Mao, Xiaomeng Shen, Zongna Ren, Li Wang, Bingying Zhou

**Keywords:** heart maturation, state transition, cardiomyocyte, JUN, heart regeneration

## Abstract

Postnatal heart maturation is the basis of normal cardiac function and provides critical insights into heart repair and regenerative medicine. While static snapshots of the maturing heart have provided much insight into its molecular signatures, few key events during postnatal cardiomyocyte maturation have been uncovered. Here, we report that cardiomyocytes (CMs) experience epigenetic and transcriptional decline of cardiac gene expression immediately after birth, leading to a transition state of CMs at postnatal day 7 (P7) that was essential for CM subtype specification during heart maturation. Large-scale single-cell analysis and genetic lineage tracing confirm the presence of transition state CMs at P7 bridging immature state and mature states. Silencing of key transcription factor JUN in P1-hearts significantly repressed CM transition, resulting in perturbed CM subtype proportions and reduced cardiac function in mature hearts. In addition, transplantation of P7-CMs into infarcted hearts exhibited cardiac repair potential superior to P1-CMs. Collectively, our data uncover CM state transition as a key event in postnatal heart maturation, which not only provides insights into molecular foundations of heart maturation, but also opens an avenue for manipulation of cardiomyocyte fate in disease and regenerative medicine.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13238-022-00908-4.

## INTRODUCTION

Functional maturation with concomitant, near complete loss of proliferative potential, are hallmarks of mature cardiomyocytes. Understanding the mechanisms underlying heart maturation is not only essential to filling our knowledge gaps of cardiac biology, but also paves the way for artificial manipulation of cardiomyocyte fate in cardiac disease intervention and regeneration.

At the cellular level, cardiac maturation is generally considered a process where cardiomyocytes undergo a series of maturational changes, including the transition from hyperplastic to hypertrophic growth, cell cycle arrest, sarcomeric protein isoform switching, and a shift from glycolysis to oxidative phosphorylation. Early gene expression studies directly compared the fetal or neonatal heart to their adult counterpart as a means to elucidate mechanisms of cardiac maturation (Mahdavi et al., 1982; Eulalio et al., 2012; Gilsbach et al., 2014, 2018; Morikawa et al., 2017; Mohamed et al., 2018). However, the discovery of postnatal regenerative capacity during the first week (i.e., postnatal day (P) 1–7) of murine life (Porrello et al., 2011) suggested a rather complicated picture of cardiac maturation. Studies have since attempted to explore the defining characteristics of this regenerative time window, uncovering transcription factor Meis1 (Mahmoud et al., 2013), the oxygen-rich postnatal environment (Puente et al., 2014) and thyroid hormones (Hirose et al., 2019) as important inducers of cell cycle exit in cardiomyocytes. However, little is known about the molecular determinants and the biological implications of this unique time window. Hence, there is still a substantial gap between our knowledge of regulatory factors that control cardiomyocyte maturation and the innate molecular changes that take place within cardiac cells, especially cardiomyocytes, during *in vivo* maturation*.*

RNA sequencing and its high-resolution counterpart, single-cell RNA-sequencing (scRNA-seq), have greatly facilitated our understanding of postnatal heart development (Hu et al., 2018). Curiously, none of the current transcriptional studies included the “miraculous” postnatal day 7 (Gan et al., 2015; Sim et al., 2015; DeLaughter et al., 2016; Hu et al., 2018; Talman et al., 2018). Despite that, the use of scRNA-seq in studying postnatal cardiomyocytes was hampered by the fact that mature cardiomyocytes are rod-shaped, reaching an average of ~100 μm along the longitudinal axis. Taking advantage of an established single-cell analysis platform suitable for mature cardiomyocytes (Yao et al., 2018; Ren et al., 2020; Wang et al., 2020a, 2020b), as well as genetic animal models, we made the unexpected observation of a transition state of cardiomyocytes at postnatal day 7, manifested as transcriptional and epigenetic reduction of cardiac attributes, that is essential for physiological cardiac maturation, and demonstrates potential in cardiac repair.

## RESULTS

### Transcriptomic and epigenetic decline of cardiac gene expression at postnatal day 7

To gain an overview of the transcriptional events during mammalian cardiac maturation, with particular interest in P7, we first performed RNA sequencing (RNA-seq) on freshly isolated cardiomyocytes (CMs) from mouse hearts at postnatal days 1 (P1), 7 (P7), 21 (P21) and 56 (P56). Quality control of isolated cardiomyocytes was performed to ensure the viability and purity of isolated cells (Fig. S1A–C). Clustering of differentially expressed genes (DEGs) revealed 4 major expression patterns (Clusters 1–4) (Fig. 1A and 1B). Cluster 1, whose average expression peaked at P7, and dropped abruptly thereafter, included many extracellular matrix genes and non-cardiac transcription factors, such as *Lum*, *Dcn*, *Klf2* and *Tcf4*. By contrast, cluster 2, which almost displayed the opposite expression (lowest at P7, followed by steady increase) encompassed nearly all well-known cardiac-specific structural genes and transcription factors, including *Tnnt2*, *Myh6*, and *Nkx2-5* (Fig. 1B). Gene Ontology enrichment analysis predicted that genes in Cluster 1 were involved in cell-microenvironment interactions, whereas genes in Cluster 2 were related to metabolic and contractile elements of the heart (Fig. 1C and 1D; Table S1). Closer inspection of the expression of well-known structure- and contraction-related genes demonstrated *bona fide* reduction at P7 (Fig. 1E). We further examined the expression of proliferation and cell-cycle related genes (Fig. S1D and S1E). Surprisingly, contrary to our common perception that cardiomyocyte lose proliferative capacity by P7, we observed that the majority of genes analyzed (96 out of 109, 88.07%) had similar expression levels between P1 and P7, which sharply dropped by D21. The majority (88 out of 96, 91.67%) of genes with this pattern of expression (i.e., P1 and P7 high) had even slightly higher expression at P7 compared to P1, indicating that P7-CMs were not significantly different from P1-CMs in terms of the expression of proliferation-related genes. To rule out potential influence of the isolation procedure and non-cardiomyocyte contamination on gene expression, and to examine whether such changes can be observed at the protein level, we examined cardiac gene expression *in situ* using immunohistochemistry in heart sections from the same time points. Quantification of staining intensity confirmed that the normalized expression of TNNT2 protein was lowest at P7, a pattern that mirrored its transcriptional changes (Fig. 1F and 1G). We further isolated cell nuclei directly from P1 and P7 hearts, which were subsequently sorted for CM nuclei (PCM1^+^) by fluorescence-activated cell sorting (FACS). In line with previous results, the expression of representative cardiac genes (*Tnnt2*, *Actn2*, *Myl2* and *Myh6*) was reduced in P7 cardiomyocyte nuclei compared to their P1 counterparts (Fig. 1H). Similar patterns of cardiac gene expression in postnatal hearts were observed in 2 additional mouse strains and 2 rat strains, indicating conservation of this postnatal mechanism (Fig. S2).

**Figure 1:**
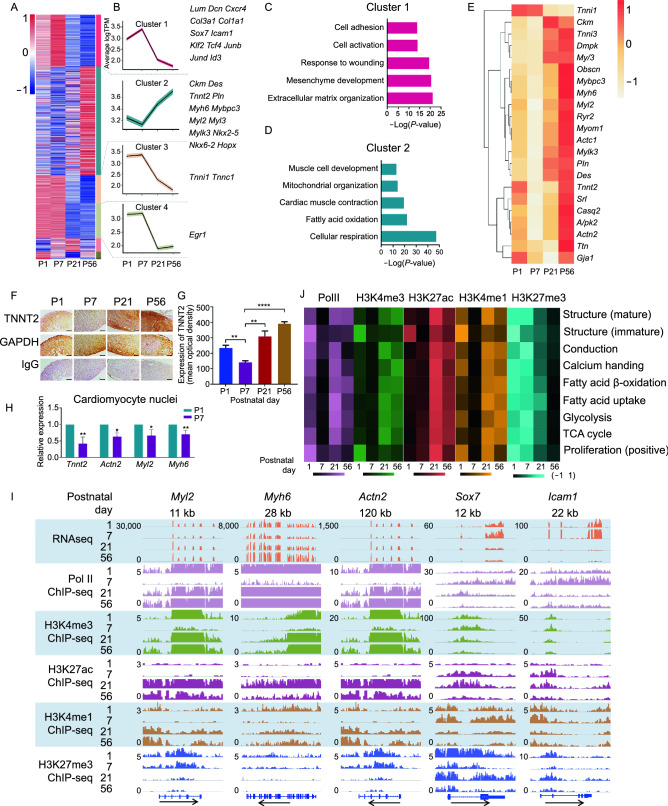
**Transcriptional and epigenetic decline of cardiac gene expression at postnatal day 7**. (A) Hierarchical clustering of differentially expressed genes (DEGs) in cardiomyocytes (CMs) isolated from hearts on postnatal days (P) 1, 7, 21, and 56, respectively. Isolated cardiomyocytes were subjected to bulk RNA-seq. Data shown are from two independent biological replicates. (B) The mean (black) and confidence interval of a standard *t*-test (colored) of genes is plotted over time to show the expression patterns of Clusters 1–4 as determined in (A). (C and D) Gene ontology (GO) analyses of Clusters 1 (C) and 2 (D) show the enrichment of biological processes of respective genes. Selected top categories are shown. Please see Table S1 for the full list. (E) Heatmap displaying expression of a subset of cardiac genes in cardiomyocytes across indicated time points. (F) Expression of cardiac markers TNNT2 and of house-keeping protein GAPDH in consecutive heart sections at indicated time points measured by immunohistochemical staining. IgG serves as a negative control. Scale bar = 50 μm. (G) Quantification of protein expression in (F). Mean optical density is calculated as the integrated optical density (IOD) divided by the distribution area of the target protein. The *P* values were calculated by one-way ANOVA, then by post hoc analysis. *n* = 4, ***P < 0.001. (H) Real-time PCR to show the expression of cardiac genes in PCM1^+^ cardiomyocyte nuclei isolated from P1 versus P7 hearts. The values were plotted as Mean ± SEM from 3 independent experiments. *P* values were calculated by Student’s *t*-test, *P < 0.05, **P < 0.01. (I) Genome tracks showing RNA-Seq, polymerase II ChIP-Seq, H3K4me3 ChIP-Seq, H3K27ac ChIP-Seq, H3K27ac ChIP-Seq, H3K4me1 ChIP-Seq, and H3K27me3 ChIP-Seq at *Myl2*, *Myh6*, *Actn2*, *Sox7*, and *Icam1* gene loci, respectively, in cardiomyocytes isolated from indicated time points. (J) Heatmap showing enrichment of polymerase II and histone modifications within 5 kb of the transcription start sites in selected gene categories. The shades of color indicate median expression for each category of genes. Please see Table S2 for the full list

Epigenetic regulation, especially histone modifications, often play critical roles in defining cell state, by activating, repressing or poising gene expression (Paige et al., 2012; Wamstad et al., 2012). Therefore, we profiled H3K4me3, H3K27me3, H3K4me1, H3K27ac, and polymerase II (Pol II) binding across the genome of CMs at indicated time points. Instead of establishing a poised chromatin state, active histone marker H3K4me3 at cardiac gene loci (e.g., *Myl2*, *Myh6*, and *Actn2*) almost diminished at P7, consistent with our observations at the transcription level (Figs. 1I and S3). Likewise, both H3K27ac and H3K4me1, histone markers for active and potential enhancers, were markedly reduced at cardiac genes at P7 (Fig. 1I). On the contrary, apparent increase in active histone modifications, as well as removal of repressive histone markers (H3K27me3), were observed at genes from Cluster 1, such as *Sox7* and *Icam1*, both of which displayed elevated expression in RNA analysis (Fig. 1I). Further, polymerase II occupancy on these genes closely reflected their gene expression at P7 (Fig. 1I). Globally, histone markers and polymerase II binding on genes characteristic of cardiomyocyte structure and function demonstrated similar dynamics (Fig. 1J; Table S2). Collectively, these findings demonstrated both transcriptomic and epigenetic reduction of cardiac gene expression at P7, suggesting a transient, but molecularly distinct, process in cardiomyocyte development after birth.

### CMs assume a transcriptionally distinct state at P7 with transiently elevated expression of non-cardiac transcription factors

To further confirm gene expression alterations and scrutinize the developmental trajectory of CMs after birth, we performed single-cell RNA-sequencing (scRNA-seq) on cells isolated from hearts at P1, P4, P7 and P14 after birth (Figs. 2A and S4A). A total of 5,010 single cells from multiple anatomic regions were analyzed using a well-established scRNA-seq platform (Kim et al., 2018; Yao et al., 2018), where visual inspection of stained cells prior to selection precludes cell aggregates and dead cells (Fig. S4A and S4B). Following strict quality control, 4,231 cells were subjected to subsequent analyses, with a median depth of 206,606 reads/cell, 84% alignment rate/cell, and 2,899 genes/cell (Fig. S4B and S4C). To classify cells in the heart at each time point, we performed clustering analysis with Seurat, and defined major cell clusters, including cardiomyocyte (CM), endothelial cell (EC), fibroblast (FB), macrophage (MP), and smooth muscle cell (SMC) clusters, based on their specific molecular markers (Figs. 2B and S4D). Possible batch effects among animals were ruled out by the relatively even expression of pan-house-keeping genes in every single cell, as well as by closely clustered cell populations using these genes (Fig. S4E and S4F; Table S3). In line with bulk RNA-seq data, expression of representative cardiac genes (Set 1), transiently decreased, while extracellular matrix genes were upregulated at P7 (Set 2) (Fig. 2C). Given a predominant role of transcription factors in defining cell identity (Lee and Young, 2013), we further determined transcription factors that were differentially expressed in CMs at P7 versus all other time points. More than 100 transcription factors exhibited significantly different expression levels in P7-CMs compared to other time ponts (Fig. 2C; Table S4). Surprisingly, factors implicated in stemness (e.g., *Klf2* and *Tcf4*) exhibited a marked increase at P7, suggesting a transcriptionally unsettled state in CMs (Fig. 2C).

**Figure 2:**
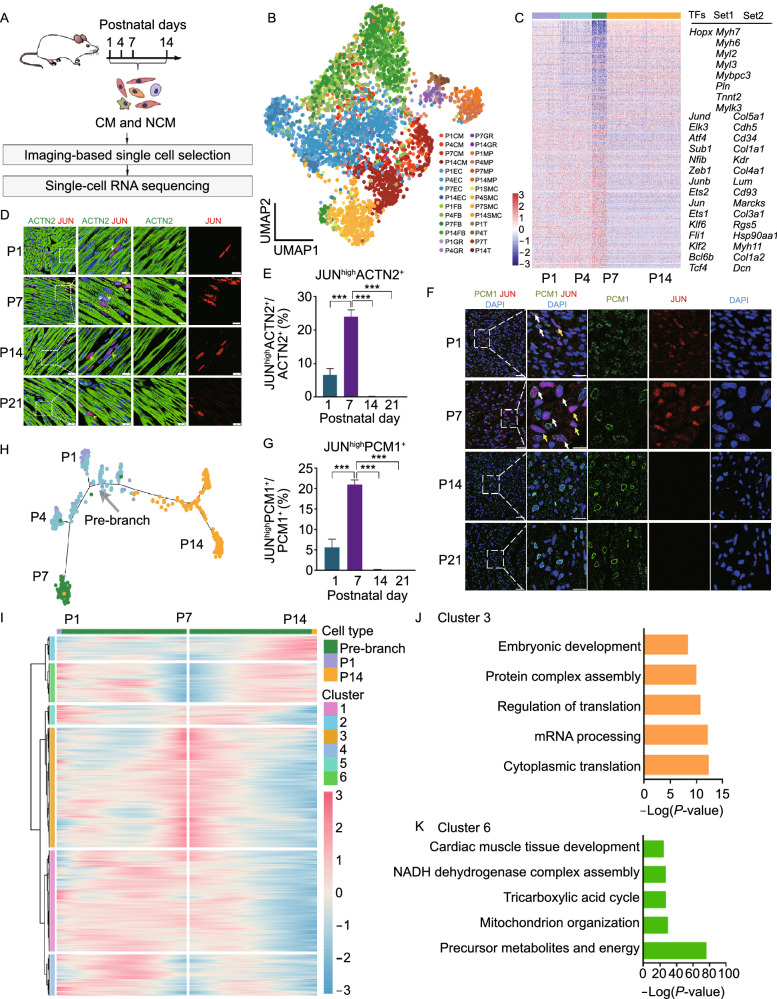
**CMs assume a transcriptionally distinct state at P7 with transiently elevated expression of non-cardiac transcription factors**. (A) Schematic of study design. Cardiac cells were isolated from postnatal mice on P1, P4, P7, and P14, and subjected to scRNA-seq. CM, cardiomyocyte; NCM, non-cardiomyocyte. (B) Uniform Manifold Approximation and Projection (UMAP) to display clustering of single cells isolated from hearts at indicated developmental stages. CM, cardiomyocyte; EC, endothelial cell; FB, fibroblast; GR, granulocyte; MP, macrophage; SMC, smooth muscle cell; T, T cell. (C) Heatmap showing the differentially expressed transcription factors (TFs), cardiac genes (Set 1), and P7-abundant genes (Set 2) in CMs at indicated time points as determined by single-cell RNA-Seq. Please see Table S4 for the full list. (D) Immunofluorescent (IF) staining against ACTN2 and JUN in heart sections at indicated time points. White arrows indicate co-localized cells, yellow arrows represent cells with JUN staining only. Scale bar = 25 μm in lower magnification, = 10 μm in higher magnification. (E) Quantitative analysis of JUN^high^ACTN2^+^ cells (D) in heart sections at indicated time points. *P* values were calculated by one-way ANOVA, then by post hoc analysis. *n* = 3, ***P < 0.001. (F) Immunofluorescent (IF) staining against CM nucleus marker PCM1 and JUN in heart sections at indicated time points. White arrows indicate co-localized cells, yellow arrows represent cells with JUN staining only. Scale bar = 25 μm in lower magnification, = 10 μm in higher magnification. (G) Quantitative analysis of JUN^high^PCM1^+^ cells (F) in heart sections at indicated time points. *P* values were calculated by one-way ANOVA, then by post hoc analysis. *n* = 3, ***P < 0.001. (H) Monocle analysis showing the ordering of CMs along pseudotime. Each point represents a single CM, while each color indicates a time point. (I) Heatmap to show differentially expressed genes along pseudotime in Monocle analysis. Please see Table S5 for the full list. (J and K) Gene ontology (GO) analyses of Clusters 1 (J) and 2 (K) show the enrichment of biological processes of respective genes. Selected top categories are shown. Please see Table S6 for the full list

To verify the physical presence of these special CMs during postnatal heart development, we first performed immunofluorescent (IF) staining against ACTN2 (CM marker) and JUN (one of top-ranked markers) at various developmental stages. Strikingly, the percentage JUN^high^-CMs was 6.67% at P1, reached a peak level of 24.00% at P7, and sharply declined to 0.18% and 0.07% at days P14 and P21, respectively (Fig. 2D and 2E). Similar results were also obtained via co-staining of JUN and PCM1 (Fig. 2F and 2G). Stemness marker Krüppel-like factor 2 (KLF2) exhibited the same trends as JUN (Fig. S4H–K). Together, these findings suggested substantial presence of this unique CM state at P7.

Next, we aligned CMs of different postnatal days along pseudotime using Monocle to characterize their developmental status. P7-CMs and P14-CMs were situated at two distinct ends of the trajectory, indicating large transcriptional differences between them (Fig. 2H). Similarly, a similar transcriptional status was also uncovered using Slingshot and diffusion map, respectively, where P7 CMs do not link P4 and P14 CMs (Fig. S4L and S4M). Gene Ontology analysis of DEGs along the developmental trajectory in Monocle revealed that genes highly expressed in P7-CMs (Cluster 3) were enriched in functions related to mRNA processing and protein synthesis, whereas those highly expressed in P1-CMs and P14-CMs (Cluster 6) were related to cardiac metabolism and cardiac muscle tissue development (Fig. 2I–K; Tables S5 and S6). These observations indicated a non-unidirectional maturation path of CMs where P7-CMs exhibit attributes of a transition state that may be prerequisite for further fate commitment.

### Transcriptomic cell state transition of CMs at P7 during postnatal CM maturation

The above observations let us to propose a model in which CMs need to work against the stability of perinatal gene expression configuration immediately after birth, before triggering the postnatal development program to gain molecular and functional maturation (Fig. 3A). In this regard, P7-CMs should represent a critical transition state between the neonatal state (P1) and states of fully mature CMs (P28). To test this hypothesis, we performed single-cell RNA-Seq using *Myh6-Cre*/*Esr1*;*R26*-*tdTomato* transgenic mice (Fig. 3B). This animal model permanently labels CMs with tdTomato (RFP) upon treatment with tamoxifen, and thus offers the opportunity to exclude non-CM cell types from downstream analysis. Following stringent quality control, a total of 11,168 cells were used in subsequent analyses (Fig. S5A). We achieved a median depth of 148,398 reads/cell, 81% alignment rate/cell, and 1,461 genes/cell (Fig. S5B–D). Upon projection of cells by Uniform Manifold Approximation and Projection (UMAP), we visualized individual CM subtypes, as well as RFP-positive CMs during postnatal heart development (Figs. S5E–H and 3C; Table S7). Notably, RFP^+^-CMs were present in all CM subtypes at all stages, supporting the idea that *Myh6*-RFP^+^ CMs at P1 gave rise to all CM subtypes (Fig. 3C). Taking it a step further, we calculated cell-cell correlation and gene-gene correlation of 1,687 CMs from all 19 CM states spread over 5 time points (1 at P1, 3 at P4, 3 at P7, 5 at P14, and 7 at P28) using a previously reported algorithm (Mojtahedi et al., 2016). Interestingly, cell-cell correlation decreased from P1 to P7, reaching a lowest point at P7, and then increased from P7 to P28 (Fig. 3D and 3E). This finding reflected increased amplitudes of random fluctuations in gene expression at P7 due to the weakening attracting force of P1 state prior to postnatal maturation. By contrast, gene-gene correlation steadily increased from P4 to P14, and then declined at P28, indicating an increase of correlation coefficients between all pairs of genes required for symmetry-breaking destabilization in a state (Fig. 3F and 3G). Calculation of the transition index *I*_C_, a ratio of gene-gene correlation to cell-cell correlation, unveiled a peak at P7, suggesting a critical transition state at P7 during postnatal maturation of CMs (Fig. 3H). As TF-centered gene regulatory network (GRN) defines a stable state, we next determined the expression of representative TFs of both P1 and P28 in every single CM at each time point. Compared to relative co-expression TFs at P1 and P28, TFs in P7-CMs displayed bifurcation patterns in their expression, suggesting stochastic fluctuations in gene regulatory networks driving transitions (P7) between coexisting states (P1, P28) (Fig. 3I and 3J). Collectively, these observations supported the idea that postnatal CMs need to pass a transition at P7 to continue towards final maturation.

**Figure 3:**
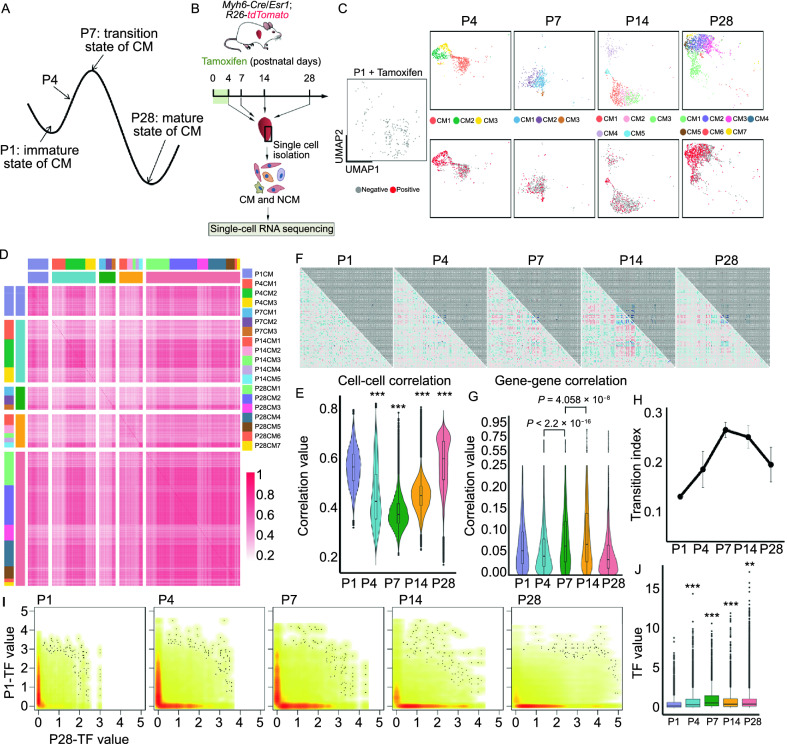
**Transcriptomic cell state transition of CMs at P7 during postnatal CM maturation**. (A) Schematic to illustrate the proposed model that P1-CM needs to destabilize P1 state to achieve a transition state at P7, and then specify into mature states (P28). (B) Workflow of scRNA-seq experiment. *Myh6*-*Cre*/*Esr1*;*R26*-*tdTomato* mice were treated with tamoxifen between P1–P4. Cells were collected from P4, P7, P14, and P28 hearts, and then subjected to scRNA-seq. *n* = 3 biological replicates for each time point. (C) UMAP showing the distribution of tdTomato^+^ cells in each CM subtype at each developmental stage. Top: CM subtypes; bottom: tdTomato^+^ cells (red) versus tdTomato^−^ cells (grey). Please see Table S7 for the full list. (D) Cell-cell correlation matrices showing correlation coefficient of all pairs of CMs at indicated time points. (E) Average correlation coefficients for cell-cell pairs at indicated time points (D). (F) Gene-gene correlation matrices for all genes at indicated time points. Blue color represents negative correlation, red color indicates positive correlation. (G) Average correlation coefficients for gene-gene pairs at indicated time points. (H) State transition indices at various time points. (I) Expression levels of P1-CM- and P28-CM-specific transcription factors in CMs at indicated time points. (J) Quantification of (I)

### Potential involvement of P7-CM in CM subtype specification

This phenomenon prompted us to speculate on its biological implications with regard to postnatal heart development. Upon exposure to the postnatal environment, the heart undergoes a variety of changes, including acquiring more functionally specified cell types (Gladka et al., 2018; Litvinukova et al., 2020; Wang et al., 2020a), to achieve full adaptation. Hence, we hypothesized that the early postnatal period (P1–P7) is a key step to create a transition state of CMs (P7-CMs) to facilitate subsequent subtype specification during heart maturation. To test the hypothesis, we performed additional scRNA-seq to better characterize CM subtypes in the adult mouse heart (P28) (Fig. S6A–E). Not surprisingly, adult CMs exhibited considerable diversity with at least 7 major subtypes according to UMAP visualization (Figs. 4A and S6B; Table S8). Importantly, these CM subtypes are physically present in adult hearts, and likely functionally diverse, as indicated by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of signature genes (Figs. S6F, 4B and 4C; Tables S9 and S10). CM1, expressing CDH5 and ANKRD1, may represent a population of remodeling-associated CMs (Arimura et al., 2009; Tucker et al., 2020). CM2 and CM3 (enriched for nuclear-encoded mitochondrial genes NDUFB11, NDUFA4, COX7C and COX5B) may represent populations of high energetic state-CMs (Litvinukova et al., 2020). CM4 and CM5 are primarily heart contraction-related CMs. CM6, which is enriched for stress-response genes ANKRD116 and FHL1) may represent stress response-CMs (Kwapiszewska et al., 2008; Litvinukova et al., 2020). CM7 may be cluster of CMs under inflammatory response. Comparison of gene expression profiles between signature genes of CM subtypes in P1-CMs and P28-CM subtypes unveiled a general pattern of CM subtype specification during postnatal development: marker genes of a given CM subtype were elevated compared to P1-CMs, while, concurrently, marker genes of the remaining CM subtypes were either suppressed or less elevated (Fig. 4D). For P1-CMs to undergo such specification process, they would need to separately coordinate the up- and down-regulation of a vast array of genes for each future subtype respectively, which is conceivably highly complicated and energy-consuming. Therefore, we proposed that the transcriptional changes in CMs from P1 to P7 create a permissive state from which specification paths emanate. Consistent with this idea, P7-CMs generally showed ambiguous gene signatures compared to P1- and P28-CMs, further suggesting regression of CM identity and increase in transcriptional fluctuation to facilitate subsequent specification of CM subtypes during heart maturation (Fig. 4E).

**Figure 4:**
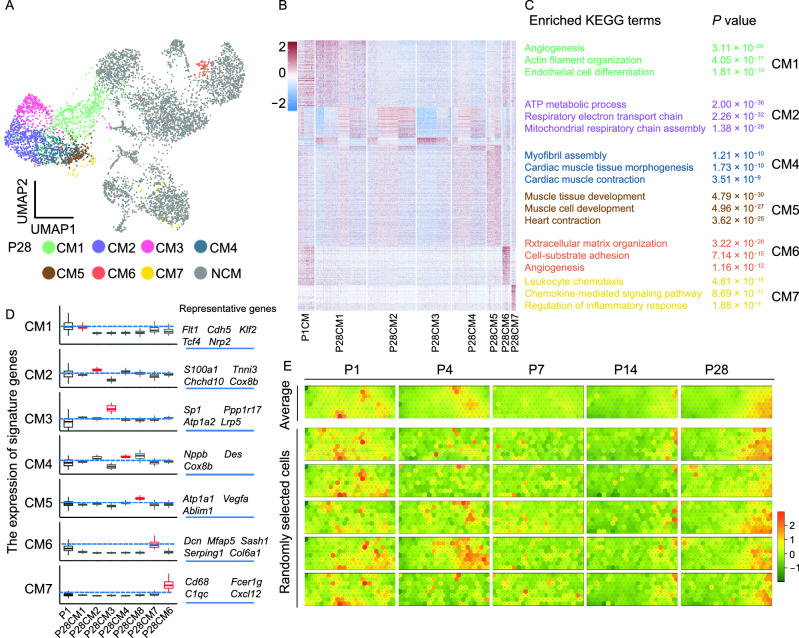
**Potential involvement of P7-CM in CM subtype specification**. (A) UMAP to show cell clustering of single cells isolated from P28 mouse hearts, *n* = 5 mice. Each dot represents a single cell. Cell populations were identified by the expression of established marker genes. Please see Table S8 for the full list. (B) Heatmap showing differentially expressed genes (DEGs) in 7 CM subtypes in the P28 heart. Please see Table S9 for the full list. (C) Potential biological processes for each CM subtype by KEGG analyses of signature genes. Enriched KEGG terms for CM3 were not shown due to too few signature genes. Selected top categories are shown. Please see Table S10 for the full list. (D) Comparisons between P1-CMs and each P28-CM subtype with respect to the expression of P28-CM subtype-specific genes. The scales of Y axis are (−1, 2) for CM1 to CM5, and (−1, 4) for CM6 and CM7. (E) Self-Organizing Map (SOM) to show the expression levels of corresponding signature genes in CMs at indicated time points. Top: average expression levels in all CMs; Bottom: expression level in 5 randomly selected cells. (F) Genome tracks showing polymerase II binding and histone modifications at *Nrp2*, *Ablim1* and *Sash1* gene loci. Potential enhancers are highlighted in orange boxes. (G) Average H3K4me1 and H3K27ac ChIP-Seq read densities in P1-CM or P7-CM at signature genes of P28-CM1, P28-CM5, and P28-CM6, respectively

### Perturbation of CM transition process leads to improper CM subtype specification and decreased cardiac function

To fully understand biological implications of the transition state at P7, we sought to repress this process by targeting key factors. Given a predominant role of TFs in cell fate decision (Lee and Young, 2013), we first combined bulk RNA-Seq and scRNA-Seq data, and identified 15 overlapping transcription factors, including *Tcf4*, *Jun*, *Junb*, and *Jund* (Fig. 5A and 5B). Then, we screened for the functions of top-ranking TFs (*Tcf4*, *Jun* and *Klf2*) by gene silencing using lentivirus, which effectively infects proliferating neonatal cardiomyocytes, to determine their importance in CM transition state *in vivo* (Fig. 5B and 5C). *Jun* was chosen to represent transcription factor AP-1, to whom both *Junb* and *Jund* also belong. Therefore, we silenced the 3 TFs individually, or combined (shAll), in neonatal mouse hearts (P1), respectively, and evaluated their impact on heart development and cardiac function at various time points (Fig. 5C). Compared to slight changes upon *Tcf4* or *Klf2* depletion, silencing of *Jun* (sh*Jun*) or all of these 3 AP-1 components (shAll) resulted in nearly 20.12% or 18.08% decline in cardiac ejection fraction at P14, and 21.28% or 19.23% at P28, respectively (Fig. 5D). Interestingly, silencing of *Jun* also led to a 12% decrease in heart size, as characterized by Masson staining (Fig. 5E and 5F). In line with these results, *Jun* silencing resulted in a significant decrease of KLF2^high^ CMs at P7, indicating compromised P1-to-P7 transition (Figs. 5G, 5H, S7A and S7B). Together, these observations suggested a critical role of JUN in early postnatal CM transition and subsequent heart maturation.

**Figure 5:**
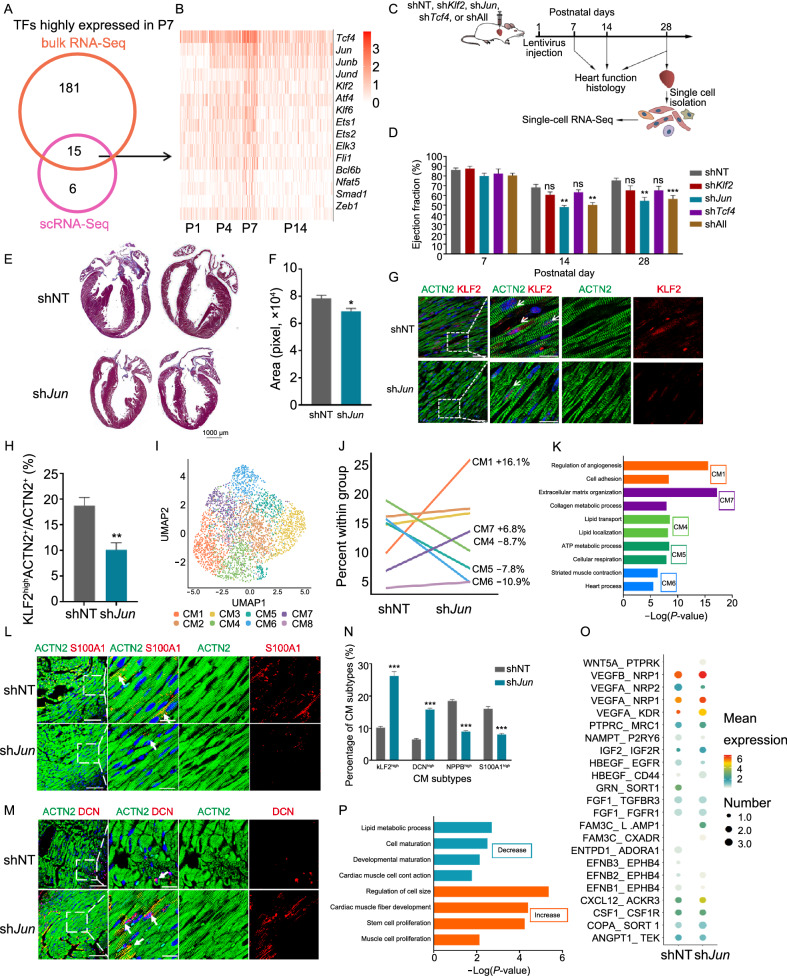
**Perturbation of CM transition process leads to improper CM subtype specification and decreased cardiac function**. (A) Overlap of TFs highly expressed in P7-CMs based on scRNA-seq and bulk RNA-seq data. (B) Heatmap to show the expression of 15 overlapping TFs in (A) at P1, P4, P7 and P14. (C) Workflow of animal experiment. Lentivirus against NT (non-targeting, shNT), *Klf2* (sh*Klf2*), *Jun* (sh*Jun*), *Tcf4* (sh*Tcf4*), or all 3 genes (shAll) were directly injected into P1-mouse myocardium, and cardiac function was evaluated by echocardiography at P7, P14, and P28, respectively. Afterwards, cells were collected from P28 hearts, and then subjected to scRNA-seq analysis. (D) Ejection fraction of hearts at different time points after lentivirus injection as measured by echocardiography. *n* = 7–12 per group, **P < 0.01, ***P < 0.001 (two-way ANOVA). (E) Masson’s trichome staining showing the histology of P28 heart sections upon NT or *Jun* silencing. (F) Quantification of (E). *n* = 3 and 7 in NT and *Jun* silencing group, respectively. *P < 0.05 (Student’s *t*-test). (G) Immunostaining of ACTN2 and KLF2 in heart sections at P7 upon NT or *Jun* silencing. White arrows indicate co-localization. Scale bar = 25 μm in lower magnification, = 10 μm in higher magnification. (H) Quantification of (G). *n* = 5 per each group, **P < 0.01 (Student’s *t*-test). (I) UMAP to display clustering of CMs isolated from hearts injected with shNT and sh*Jun* lentivirus at P28. Cells are labeled by CM subtypes. (J) Alterations of different CM subtypes in P28 hearts injected with shNT versus sh*Jun*. (K) Potential biological processes for each CM subtype by GO analyses of signature genes. Selected top categories are shown. Please see Table S11 for the full list. (L and M) Co-expression of CM subtype markers S100A1 (CM5) or KLF2 (CM1) with ACTN2 to show proportional changes of these subtypes in P28-hearts injected with shNT versus sh*Jun*. White arrows show co-localized cells. Scale bar = 25 μm in lower magnification, = 10 μm in higher magnification. (N) Quantification of immunostaining of CM subtypes. *n* = 4 per each group, ***P < 0.001 (Student’s *t*-test). (O) Alterations of ligand-receptor pairs between CMs and NCMs upon *Jun* silencing in P28 hearts. Top 20 pairs in each group are shown. Please see Table S12 for the full list. (P) GO analysis of enriched biological processes associated with decreased (blue) or increased (orange) ligand-receptors pairs. Selected top categories are shown

Next, to explore the cellular basis of decreased cardiac function upon perturbation of CM transition, we performed single-cell RNA-seq on cells isolated from either shNT or sh*Jun* hearts at P28 (Figs. 5C, S7C and S7D). Major cell types were defined, and visualized by UMAP (Fig. S7E). Compared to other cardiac cell types, effective silencing of *Jun* was only evidenced in CMs, suggesting that the observed functional consequences were primarily due to JUN depletion in CMs, instead of secondary effects in other cell types (Fig. S7F). We further partitioned CMs into 8 subtypes which closed resembled 7 CM subtypes in hearts of P28 wild-type mouse (P28_CM1 to P28_CM7) (Figs. 5I, S7G and S7H). Intriguingly, compared to shNT, *Jun* silencing led to altered CM subtype proportions (Fig. 5J). For instance, proportions of clusters CM1 and CM7, which were enriched in functions related to angiogenesis and extracellular matrix organization, were increased (Fig. 5J and 5K). By contrast, proportions of CM subtypes (CM4, CM5 and CM6) with canonical CM features, such as ATP metabolic process and heart contraction, were decreased (Fig. 5J and 5K; Table S11). Consistently, altered proportions of CM subtypes upon *Jun* silencing were validated by immunostaining of sections from P28 hearts (Figs. 5L–N and S7H). Given a critical role of cell-cell interaction in the maintenance of heart function, we further took advantage of single-cell RNA-seq to evaluate the alterations of cellular interaction networks upon *Jun* silencing. By identifying differentially expressed ligands or receptors, we found dramatically changed ligand-receptor pairs between CMs and NCMs upon *Jun* silencing (Fig. 5O; Table S12). For example, Jun-depleted hearts displayed decreased ENTPD1-ADORA1 interactions, but increased interaction pairs including VEGFA-KDR, IGF2-IGF2R, etc. (Fig. 5O). Overall, increased ligand-receptor pairs upon *Jun* silencing were enriched in functions related to proliferation and development, while decreased pairs were associated with lipid metabolism, maturation and muscle cell contraction, suggesting retarded heart maturation upon *Jun* silencing (Fig. 5P). Taken together, these observations indicated that perturbation of CM transitioning may impair proper intercellular communication, which may underlie improper CM subtype specification, and thus reduced cardiac function and heart size.

### Transition state CMs isolated from P7 hearts exhibit potential in cardiac repair

Given that P7-CMs exhibited features of a founder state for subsequent CM specification, we sought to determine whether they were capable of repairing damaged myocardium. To this end, we isolated and injected CMs from P1, P7 and P14 hearts into left anterior descending coronary artery ligation (LAD)-ligated, infarcted mouse hearts (Fig. 6A). Intriguingly, compared to P1-CMs and P14-CMs, P7-CMs injection resulted in markedly preserved ejection fraction at day 14 and day 56, respectively (Fig. 6B). Additionally, cardiac fibrosis was significantly alleviated after at P28 in the P7-CM injection group, as characterized by Masson’s trichrome staining (Fig. 6C and 6D). To trace the fates of injected CMs and explore the molecular basis of improved cardiac function, we isolated CMs from *Myh6-Cre*/*Esr1*;*R26*-*tdTomato* mice at P1 and P7, and injected FACS-sorted RFP^+^-cells into infarcted hearts, respectively (Fig. 6E). 

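RFP+ cells were sequenced on the ICELL8 nanowell system 2 weeks after injection, in 1 library of cells from hearts that received P1 cells (MI_P1) and 1 library from hearts that received P7 cells (MI_P7). With 1 library per condition, no test between the conditions was made, single cells were not taken as replicates, and every interval given for these libraries covers counting error only, at the 95% level. The authors deposited, for each well and each Ensembl gene, the number of distinct UMIs as counts without normalization, after aligning the reads to mm10 with STAR. The wells held 107170580 read pairs in MI_P1 and 467852058 in MI_P7. MI_P1 had 196 wells with a cell and MI_P7 had 1149, each beside 10 control wells. After the filters of the methods, which leave out the mitochondrial genes, require 500 detected genes and limit the log10 total count to 2 SD around the mean of the library, 107 cells of MI_P1 (54.6%, exact Clopper-Pearson interval 47.3% to 61.7%) and 1096 cells of MI_P7 (95.4%, 94.0% to 96.5%) were kept. With a minimum of 200 detected genes, 75% of the MI_P1 wells were kept. The kept cells held 5893650 counts in MI_P1 and 54500144 in MI_P7. The median cell had 43497 counts and 1964 detected genes in MI_P1, and 41704 counts and 3368 detected genes in MI_P7. Mitochondrial genes, 33 of which are listed in the files, took 76.9% of all counts of the kept cells in MI_P1 and 17.3% in MI_P7. The 5 negative control wells of each library had a median of 859 counts in MI_P1 and 2674 in MI_P7, where 1 of them reached 12930 counts.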

Two weeks following injection, isolated cardiac cells were sorted again, and RFP^+^-cells were then subjected to scRNA-seq (Fig. 6E). Noteworthily, both FACS and immunofluorescence revealed that the number of RFP^+^ cells in infarcted mouse hearts was significantly higher in hearts injected with P7 cells (12.6%) than in those injected with P1 cells (0.30%), indicating better engraftment of P7-CMs (Fig. 6F and 6G). To explore the molecular basis of superior engraftment for P7-CMs, we compared gene expression signatures of P1-CMs versus P7-CMs two weeks after injection. 

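Counts were summed over the kept cells of each library and expressed as CPM without mitochondrial genes. The log2 ratio of MI_P7 over MI_P1, with 1 CPM added to both, was taken for the 12282 genes with at least 5 CPM in either library, whose median was 0.22. Lists were written by hand from general knowledge before the data were examined, after the terms in Fig. S8. They were placed among 10000 random lists of the same size and expression, as a description of this pair of libraries. The paper drew the terms of Fig. S8 from these same injected cells. The direction and percentile of the lists are therefore no independent evidence for those terms. The 25 genes of myofibril assembly had a median log2 ratio of -4.07 (interval from Poisson resampling -4.13 to -4.06), and the 19 genes used for heart contraction and action potential a median of -3.87 (-4.11 to -3.67). The median of the 18 genes used for fatty acid oxidation was -2.40 (-2.48 to -2.32). Each of these genes was lower in MI_P7, and the 3 medians lay below those of every random list (percentile 0). The median was 1.81 (1.70 to 1.86) for 24 genes of cytokine production, 1.84 (1.78 to 2.11) for 19 genes of leukocyte adhesion and 2.01 (1.90 to 2.08) for 26 genes of cytokine-mediated signaling, each at percentile 100. For 22 genes of cell-substrate adhesion it was 0.80 (0.75 to 0.94), at percentile 98.6. In these lists, 0 genes of cytokine production, 1 of leukocyte adhesion (Itgal, -0.57), 4 of cytokine-mediated signaling (lowest Cxcr4, -0.90) and 3 of cell-substrate adhesion (lowest Itga1, -1.99) were lower in MI_P7. Averaging the natural log of normalized counts over cells moved the median of heart contraction and action potential most, to -0.53, and leaving out cells named macrophage-like moved that of cell-substrate adhesion most, to 1.31. Among genes at 50 CPM or more and in at least 20% of cells of the higher library, Srl (ENSMUSG00000022519, chromosome 16, 4480216 to 4541816 in the mm10 annotation) had the lowest ratio, at 801.7 CPM (779 to 825) in MI_P1 and 2.51 CPM (2.11 to 2.97) in MI_P7. Ttn (ENSMUSG00000051747, chromosome 2, 76703980 to 76982547) had 28713 CPM in MI_P1 and 459 CPM in MI_P7, a log2 ratio of -5.96. The other 8 genes with the lowest ratios were Trim72, Kcnk3, Fam174b, Ppargc1a, Mybpc3, Fbxo40, Dgat2 and Mhrt, between -6.82 and -5.71. With natural logs averaged over cells, Ttn (-5.97) and Mybpc3 (-4.78) lay below Srl (-2.11). Srl stayed lowest of these 10 genes in the other alternatives. With 1 CPM added, the highest ratio was that of Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), with 1 count in MI_P1 (0.17 CPM, 0.0043 to 0.945) and 223 CPM (219 to 227) in MI_P7. The order among the 10 highest genes depends on the setting, since of these 10 Cx3cr1 was highest with 0.1 CPM added, Mmp14 with 10 CPM and Sertad1 in thinned cells. Other genes were not ranked under these settings. Ccl5 was followed by Mmp14, Cx3cr1, Cd209g, Dock2, Ifi209, Gm4951, Rgs18, Npl and Sertad1, with log2 ratios from 7.21 to 6.07. Cx3cr1, Cd209g and Rgs18 had 0 counts in MI_P1. When both libraries were clustered together, 101 of the 107 MI_P1 cells (94.4%, 88.2% to 97.9%) and 5 of the 1096 MI_P7 cells (0.46%, 0.15% to 1.06%) fell in cluster 6, led by Srl, Mybpc3, Ttn, Tcap and Mb.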

While P1-CMs showed molecular signatures relevant to metabolism and heart contraction, genes abundantly expressed in P7-CMs exhibited functional enrichment in cell adhesion and cytokine production, which may underlie their greater survival and engraftment (Fig. S8A and S8B). These results implied superior engraftment of P7-*Myh6*-RFP^+^ cells, which may underlie the improved cardiac outcome upon P7-CM transplantation.

**Figure 6:**
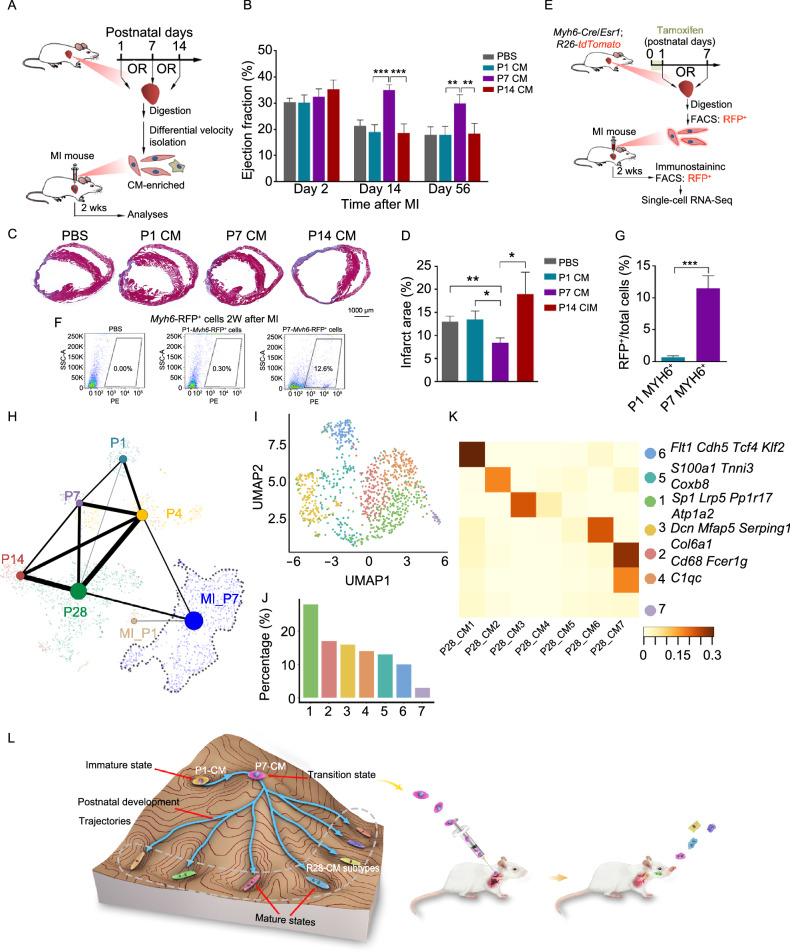
**Transition state CMs isolated from P7 hearts exhibit potential in cardiac repair**. (A) Workflow of CM transplantation into infarcted myocardium. CMs were isolated from P1, P7 and P14 hearts, respectively, and purified via differential velocity adherence (P1 and P7) or centrifugation (P14). Purified CMs were injected into infarcted hearts immediately after myocardial infarction (MI) surgery. Ejection fraction was evaluated by echocardiography 2 and 8 weeks after surgery, respectively. (B) Ejection fraction of hearts at different time points after MI as measured by echocardiography. *n* = 12–15 per group, ***P < 0.001,**P < 0.01 (two-way ANOVA). (C) Masson’s trichrome staining to show fibrosis of the heart 8 weeks upon injection of PBS, P1-, P7-, or P14-CMs after MI. Scale bar = 1 mm. (D) Quantification of (C). *n* = 6–9 per group, **P < 0.01, ***P < 0.001 (one-way ANOVA, post hoc analysis). (E) Workflow of CM transplantation into infarcted myocardium. *Myh6*-*Cre*/*Esr1*;*R26*-*tdTomato* mice were treated with tamoxifen immediately after birth. CMs were collected from P1 and P7 hearts by fluorescence-activated cell sorting (FACS), and were injected into infarcted areas immediately after MI surgery, respectively. Mice were sacrificed 2 weeks after surgery, and cardiomyocytes were harvested for scRNA-seq analysis. (F) FACS to sort for RFP^+^ cells from cell suspensions of digested heart tissues. The proportion of RFP^+^ cells are shown for each condition. (G) Quantitative analysis of RFP^+^ cells 2 weeks after injection. *n* = 5, ***P < 0.001, Student’s *t*-test. (H) Developmental trajectory of CMs from P1, P4, P7, P14, P28, MI_P1, and MI_P7 hearts. Each dot represents a cell, lines indicate possible transformation, and thickness of the line indicates probability of cell transformation between 2 stages (Please see METHODS for details). MI_P1: RFP^+^ cells collected from P1-*Myh6*-RFP^+^ cells injected hearts 2 weeks after MI; MI_P7: RFP^+^ cells collected from P7-*Myh6*-RFP^+^ cells injected hearts 2 weeks after MI (E). (I) UMAP displaying clustering of single cells from MI_P7. (J) Proportion of each cell cluster in (I). (K) Correlation analysis of cell clusters between MI_P7 (I) and CMs in P28 heart. Right: Representative marker genes of each cell cluster in MI_P7. (L) Illustration of the proposed model of postnatal heart development. At birth, fetal gene expression program is still active in neonatal CMs (P1) (immature state). During early postnatal maturation, CMs work against the stability to reach a transition state at P7, which then triggers the maturation program. P7-CMs bear the potential to differentiate into CM subtypes in the mature heart (P28). Therapeutically, transplanted P7-CMs preserve cardiac function of infarcted hearts

Through constructing developmental trajectories with previous data, injected P7-*Myh6*-RFP^+^ cells, compared to their P1 counterparts, displayed molecular features closer to P28-CMs (Fig. 6H). 

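The share of the adult isoform in the summed counts of a pair was computed for pairs labelled adult and fetal before the data were examined. The shares cover all kept cells unless stated. With both libraries clustered together, 94.4% of the MI_P1 cells but 0.46% of the MI_P7 cells were named cardiomyocyte-like. Differences between the libraries can therefore come from other cells, and they do not measure the maturity of cardiomyocytes. In MI_P1 and MI_P7, Tnni3 made up 99.996% and 99.9% of the counts of Tnni3 and Tnni1, and Myl2 made up 99.99% and 98.8% of those of Myl2 and Myl7. Myl3 took 99.996% of the counts of Myl3 and Myl4 in MI_P1 and 96.7% (96.4% to 97.0%) in MI_P7. Myh6 was 86.5% (86.2% to 86.8%) of Myh6 and Myh7 in MI_P1 and 91.4% (91.1% to 91.7%) in MI_P7. The adult share was lower in MI_P7 in the remaining pairs. Cox8b was 91.3% (90.3% to 92.3%) of Cox8b and Cox8a in MI_P1 and 52.5% (51.8% to 53.2%) in MI_P7, and Ckm was 93.0% (92.4% to 93.7%) of Ckm and Ckb in MI_P1 and 21.1% (20.0% to 22.2%) in MI_P7. In the 5 MI_P7 cells that clustered with the MI_P1 cardiomyocyte-like cells, Myh6 was 87.5% (86.1% to 88.8%), Cox8b 96.4% and Ckm 85.5% (80.4% to 89.7%) of their pairs. Among single genes chosen for maturation, Tcap (ENSMUSG00000007877) had 2360 CPM in MI_P1 and 48.5 CPM in MI_P7, Ckmt2 410 CPM and 19.4 CPM, and Myom2 343 CPM and 33.2 CPM. These values are also over all kept cells, so the share of cardiomyocyte-like cells may account for them.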

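The 1096 kept MI_P7 cells were clustered after the methods, with 2139 variable genes, 10 principal components and a resolution of 0.8, which the paper's text does not state for these cells. This gave 7 clusters, named here A to G by size. They held 22.4% (19.9% to 24.9%), 21.3% (18.9% to 23.8%), 18.4% (16.2% to 20.9%), 13.1% (11.2% to 15.3%), 12.3% (10.4% to 14.4%), 9.67% (7.99% to 11.6%) and 2.83% (1.93% to 3.99%) of the cells. At a resolution of 0.4 there were 4 clusters. Cluster A had the lowest median total, 23270 counts, and was led by Tmem263, Ctif, Lrp5, Gm26558 and Tmem101. Cluster B was led by H2-Eb1, Ccl5, H2-Ab1, H2-Aa and Lpcat2, and cluster C by Api5, Ctf2, Cd209f, Retnla and Ccl8. In cluster D the leading genes were Cilp, Fbln1, Mfap5, Serping1 and Mmp2, in cluster E Msln, Chchd10, Cox8b, Upk1b and Gm15543, in cluster F Btnl9, Emcn, Robo4, Gpihbp1 and Cdh5, and in cluster G Fabp1, Plet1, Ear1, Chil3 and Wfdc21. By the median fold of fixed marker genes over the lower quartile of the clusters, B (1.78) and C (1.71) were named macrophage-like, D (6.59) fibroblast-like and F (9.44) endothelial-like, and A, E and G received no name. In E, the cardiomyocyte markers had a fold of 3.22 against 2.11 for the next class, which meets the limits of the rule, and the name was withheld only because 4 genes of the lining of the heart (Msln, Upk1b, Gpm6a and Dmkn) were among its 10 leading genes. The list of these genes was written after the leading genes of E were seen. Without such lists, E (12.3% of cells) was named cardiomyocyte-like and the other names stayed. With both libraries clustered together, however, 81 of the 135 cells of E were among those named macrophage-like. In that clustering 0.46% of the MI_P7 cells were named cardiomyocyte-like. As means over cells, the macrophage markers took 237 counts per 10000 in E, where the clusters ranged from 124 in D to 306 in B. The names of B and C are weak, since their folds lay not far above the limit of 1.5. The 10 leading genes of both held 0 macrophage markers, those of B held 2 dendritic markers and those of C 1 red blood cell marker. Leading genes are ranked by fold over other cells, and Lyz2 and C1qb were found in 100% of the cells of every cluster. The absence of such markers from the ranking is therefore no evidence against macrophages. The macrophage markers took 306 counts per 10000 in B and 271 in C. This naming rule replaced another after the names that the other gave were seen. The rule run first, with the median of the clusters as reference, named cluster A cardiomyocyte-like (fold 1.83 against 1.44 for the next class) and gave B and C no name. Under the rule used, a cluster with Chchd10 and Cox7a1 among its 5 leading genes was named cardiomyocyte-like at a resolution of 1.2 (13.2% of cells), with variable genes chosen by variance (12.2%) and with no limit on total counts (12.2%). As means over cells, the 12 cardiomyocyte markers together had 41.0 counts per 10000 in A, 53.6 in E and between 14.4 and 30.1 in the other clusters, against 799.9 in the cardiomyocyte-like cells of MI_P1. The control wells of MI_P7, with their counts pooled, had 316.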

A more careful inspection by cell classification revealed that injected P7-*Myh6*-RFP^+^ cells evolved into a complex mixture of 7 cell subtypes 2 weeks after injection (Fig. 6I and 6J). Interestingly, these 7 cell subtypes were reminiscent of the 7 CM subtypes in the mature heart (P28) (Fig. 6J and 6K). 

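The 18 genes printed beside the clusters in Fig. 6K were followed in clusters A to G, and a group of the figure was placed in the cluster with the highest mean of its genes relative to the other clusters, among genes found in at least 20% of the cells of some cluster. This limit was added after a first match, without it, had placed the group of Lrp5 in cluster C by Ppp1r17, which had a mean of 0.0036 counts per 10000 there. With the limit, the endothelial group lay in F, the group of Cox8b in E, that of Lrp5 in A, that of Dcn in D and that of Cd68 in B and C. Counts per 10000 are means over cells here. In F, Cdh5 (ENSMUSG00000031871) had 7.86 counts per 10000, against at most 1.18 elsewhere, and Flt1 5.80 against 3.84 in G. With every cell thinned to 5000 counts, Cdh5 was found in 75.5% of the cells of F and in at most 29.6% of those of another cluster (E), while Flt1 was found in 55.7% of the cells of F and 64.5% of those of G. Dcn had 50.9 counts per 10000 in D and at most 13.4 elsewhere, and after thinning was found in 100% of the cells of D, 94.8% of those of E and 92.2% of those of A. Lrp5 had 22.0 counts per 10000 in A and at most 8.59 elsewhere. Tnni3 had 7.31 counts per 10000 in E and 4.88 in A, against 42.8 in the cardiomyocyte-like cells of MI_P1, and was found in 60% of thinned cells of E, 51.0% of A, 45.3% of F and 36.8% of D. Cox8b had 5.62 in E and 1.36 in A. S100a1 and Cd68 were highest in G, at 5.73 and 9.82. Sp1 was also highest in G, and Fcer1g was highest in B at 23.7. Citing Fig. 6J and 6K, the paper calls the MI_P7 subtypes reminiscent of the cardiomyocyte subtypes of the P28 heart. The correlation between both sets in Fig. 6K is not analysed here.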

Taken together, these results indicated that P7-CMs possessed greater potential for CM subtype specification, and revealed transition state CMs at P7 as a potential cell source in cardiac repair after injury.

## Discussion

Compared to the huge body of studies on embryonic heart development (Wu et al., 2006; Moskowitz et al., 2007; Gupta and Poss, 2012; Xin et al., 2013; Sturzu et al., 2015; Zhang et al., 2016; Del Monte-Nieto et al., 2018; Sereti et al., 2018), much less is understood about the cellular and molecular dynamics of mammalian postnatal heart development. For example, cell fate switching is known to play a pivotal role in embryonic development (Su et al., 2018; Wagner et al., 2018). However, whether such mechanisms underlie postnatal development is hitherto unclear. By deploying bulk RNA-seq, ChIP-seq and scRNA-seq, we unexpectedly observed that cardiomyocytes at P7 exhibited robust decline of cardiac gene expression, and showed evidence of increased mRNA processing, protein synthesis and stemness. This was surprising given that heart maturation is traditionally viewed as a unidirectional process involving the progressive inactivation of fetal genes and activation of mature programs. Upon further calculations based on single-cell transcriptomes, we determined that P7-CMs served as a transition state where immature P1 CM need to pass through to achieve full maturation and CM subtype specification (Fig. 6L). This model differs drastically from the traditional view in that it demonstrates the presence of a molecularly “vague” state of CMs in the early postnatal heart that has unique functional implications. Given that we also made similar observations in additional mouse and rat strains, it is worth exploring whether this mechanism is also in play in other organs, or even in other species, such as human.

Although high-throughput approaches were employed in previous studies to dissect the molecular basis of heart development, our study still provides important new insights into this sophisticated process. In fact, as summarized in Table S13, most previous studies were performed using heart tissues, instead of isolated cardiomyocytes (O'Meara et al., 2015; Talman et al., 2018). In addition, the lack of the key time point P7 in other studies could be another explanation for their failure to capture this postnatal transition event (DeLaughter et al., 2016; Hu et al., 2018). Indeed, we performed similar bulk RNA-Seq using ventricular tissues, and failed to observe the gene expression alterations as seen using pure CMs (data not shown). These findings highlight the complexity when analyzing data from tissues with mixed cell types, and call for efforts to delineate cell behaviors at higher resolution. Even in single-cell studies, the major focus was on embryonic heart development and developmental diseases (DeLaughter et al., 2016; Hu et al., 2018). In other studies, cardiomyocyte nuclei were used in lieu of whole cells (See et al., 2017; Hu et al., 2018; Tucker et al., 2020). Lack of proper platform for large-scaled analysis of intact adult cardiomyocytes has impeded the exploration of mechanisms underlying heart maturation at higher resolution. Therefore, our study at least complements the current paradigm of postnatal heart development, and may provide insights into manipulating CM fate for therapeutic purposes. While our single-cell data suggest that this state transition applies to all CMs, it is worth noting that immunostaining results demonstrated suggested that only part of newborn cardiomyocytes (20%–40%) undergo transition. Although, using current techniques, we are unable to completely preclude possible bias introduced by digestion methods of hearts, we postulate that such discrepancy could be the result of differences in the sensitivity of detection methods, or of latency in protein changes upon RNA alterations. Thus, more sophisticated approaches are required to ascertain the degree of transition of cardiomyocytes during maturation.

Unlike fish and amphibian hearts, postnatal mammalian hearts can only regenerate injured ventricles at a very early stage (P1–P7 in mice) (Porrello et al., 2011; Notari et al., 2018). Although physiologically transient, the mechanisms underlying the regenerative potential of newborn cardiomyocyte are heavily exploited to artificially induce heart regeneration at other stages of life and under disease conditions, such as myocardial infarction (Heallen et al., 2011; Tao et al., 2016; Bassat et al., 2017; Morikawa et al., 2017; Nakada et al., 2017). Previous studies have shown that pre-existing CMs dedifferentiate immediately after injury, characterized by reduced expression of cardiac genes, and then proliferate to form new CMs to repair the injured heart muscle (Jopling et al., 2010; Kikuchi et al., 2010; Porrello et al., 2011). The CM transition process takes places between P1 and P7, coinciding with the time frame of the transient regenerative capacity of the neonatal heart, which hints at the possible participation of CM transition in heart regeneration. In addition, previous studies reported *de novo* CM formation from a pool of adult progenitor cells in the heart after injury, suggesting a potential role of resident cell sources in heart repair (Hsieh et al., 2007; Smart et al., 2011). It is therefore interesting to explore whether transition state CMs are also present in the adult heart and can be stimulated to repair damaged myocardium. Consistent with this notion, transition state cardiomyocytes at P7 displayed remarkable capacity in repairing damaged myocardium in our study, which could reflect the greater potential of P7 CMs to engraft and to specify. Thus, inducing mature CMs into a transition state may open a new avenue for heart regeneration. Intriguingly, *Jun* silencing repressed cardiomyocyte transition in our study, indicating its importance in regulating this process. Whether ectopic expression of *Jun* or other factors are capable of inducing CM transition at other stages of life warrants future investigation.

## MATERIALS AND METHODS

### Animal experiments

All studies were performed according to the guidelines of the Animal Care and Use Committee, Experimental Animal Center, Fuwai Hospital, National Center for Cardiovascular Diseases, China. Mice and rats with different genetic backgrounds and indicated ages were purchased from Beijing Vital River Laboratory. Unless otherwise specified, mice refer to the C57BL/6 strain. All mice for genetic lineage tracing analyses were purchased from the Shanghai Model Organisms Center, and were bred and housed in the same room. Mice were randomly assigned into groups by drawing lots. Echocardiographic analyses were performed by an independent investigator blinded to the procedure (myocardial infarction, MI).

#### Lineage tracing experiments

Mice with *Myh6* labeling were achieved by crossing *Myh6-cre/Esr1* mice and *R26-tdTomato*. Four micrograms of tamoxifen were orally delivered to maternal mice on postnatal days (P) 0–4 after delivery of offsprings. For cell transplantation experiments, RFP^+^ cells (mainly MYH6^+^ cells) from *Myh6-Cre*/*Esr1*;*R26*-*tdTomato* mice were sorted by a flow cytometer (BD, FACSAria2).

#### Myocardial infarction model

Wild-type male C57BL/6 mice (23**–**25 g, 8**–**10 weeks) underwent myocardial infarction surgery through permanent ligation of the left anterior descending artery (LAD). Immediately after ligation, 2 × 10^5^ of freshly isolated unlabeled cardiomyocytes or RFP^+^ (sorted by flow cytometry) cells, or 20 μL PBS vehicle control, were injected directly into the border zones surrounding infarct regions. Two weeks post injection, ejection fraction was measured by echocardiography. On the same day, mice were sacrificed, and the RFP^+^ cells were sorted by a flow cytometer (BD, FACSAria2) for scRNA-seq and hearts were collected for further analysis.

#### Genetic knockdown experiment

For gene knockdown experiments, JUN, TCF4 and KLF2 shRNA oligos were purchased from the Beijing Genomics Institute with target sequencing. The shRNAs were cloned into pLKO.1 vector according to the protocol, and knockdown efficiency of lentivirus was tested in P1 CMs *in vitro*. Then, the lentivirus was concentrated by Fast-Trap Lentivirus Purification and Concentration Kit (Millipore, FTLV00003) for mouse heart injection. Ten microliters of concentrated shNT, sh*Jun*, sh*Tcf4*, sh*Klf2*, or shAll (*Jun* + *Tcf4* + *Klf2*) lentivirus were injected into left anterior ventricles at 3 points in P1 mouse hearts, respectively. The time point of injection was chosen to allow sufficient time of viral integration, and to be sufficiently early so as to block the gradual state transition from P1 to P7. Expression of *Jun*, *Tcf4* and *Klf2* was assessed 28 days post injection. Expression of KLF2 in CMs was examined to validate inhibition of the transition state. Heart function was evaluated 28 days post injection. Afterwards, the cells from the shNT and sh*Jun* P28 mouse hearts were isolated using the Langendorff method for scRNA-seq.

### ChIP-Seq and RNA-Seq sample preparation

For isolation of cells from neonatal mouse ventricles, P1 and P7 C57BL/6 mice were sacrificed, and hearts were transferred to PBS-containing heparin sodium (1000 units in 50 mL PBS) for washing. Ventricles were chopped into small pieces, and digested with the Pierce™ Primary Cardiomyocyte Isolation Kit (Thermo, 88281) according to the manufacturer’s instructions with minor modifications. Specifically, P7 tissues were cut into relatively larger tissue chunks compared to P1, and a shorter digestion time of 20–25 min was applied. To obtain relatively pure cardiomyocytes and non-cardiomyocytes, we used the differential velocity adherence method to culture isolated cells for 1 h, and non-adherent cells were collected as cardiomyocytes. For isolation of cells from P21 and P56 mouse hearts, mice were injected with heparin sodium 100 μL (1000 units in 50 mL PBS) 20 min before sacrifice, and hearts were transferred to Tyrode’s solution for washing, after which they underwent digestion using the Langendorff perfusion technique. In brief, hearts were perfused with Tyrode’s solution for 5 min using the Langendorff apparatus, followed by digestion with the heart dissociation enzyme stock solution (0.7 mg/mL Collagenase type II and 0.7 mg/mL Bovine Serum Albumin Tyrode’s Solution) for 30 min. Tissues from ventricles were collected, chopped into pieces, and gently dissociated into single cells. Digestion was stopped by Tyrode’s solution containing 10% FBS. Finally, cell suspension was centrifuged (100 ×*g*, 2 min at room temperature) three times to separate cardiomyocytes from non-cardiomyocytes. Cardiomyocytes were collected for further experiments. Aside from C57BL/6 mice, this method was also applied to KM mice, NIH mice, Sprague Dawley rats and Wistar rats.

### Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq)

ChIP for Polymerase II (Active Motif, 39397), H3K4me1 (Active Motif, 39298), H3K27ac (Active Motif, 39135), H3K4me3 (Active Motif, 39159) and H3K27me3 (Active Motif, 39155) were performed as described previously (Wang et al., 2014). Briefly, mouse ventricular cardiomyocytes were fixed using 1% formaldehyde for 10 min, followed by 0.125 M glycine for 5 min to stop the fixation. Cells were harvested, and DNA was fragmented to 300–500 bp by sonication for 8 min with a Covaris S220 sonicator. Immunoprecipitation was performed with antibodies conjugated to Dynabeads Protein G beads (Life Technologies, 1004D). ChIP DNA was eluted, reverse cross-linked, extracted with phenol/chloroform, and precipitated. For ChIP-Seq, 1 ng ChIP DNA or input DNA was used to generate sequencing libraries using the Nextera XT DNA sample preparation Kit (Illumina, FC-131-1024) according to manufacturer’s instructions. Libraries were sequenced on the NextSeq500 sequencer (Illumina) using the 35nt paired-end sequencing protocol. Two biological replicates were performed for each ChIP-Seq sample, and reads were combined for analysis.

### RNA-sequencing

Total RNA was extracted from mouse ventricular cardiomyocytes using the GeneJet RNA Purification Kit (Thermo Scientific, K0732). One μg of RNA was used for the generation of sequencing libraries using the TruSeq RNA Library Prep Kit V2 (Illumina, RS-122-2002) according to manufacturer’s instructions. All libraries were sequenced on the NextSeq500 sequencer (Illumina, FC-404-2005) using the 35 nt paired-end sequencing protocol.Two biological replicates were performed.

### Immunostaining

Immunostaining was performed according to standard protocols for paraffin embedded samples and frozen sections, respectively. For paraffin sections, hearts were collected in PBS on ice in 4% PFA at room temperature for 12–24 h depending on tissue size, followed by tissue dehydration and embedding. Embedded hearts samples were sectioned to a thickness of 4 μm. Prior to staining, sections were dewaxed, and antigen was retrieved with an EDTA buffer or citric acid solution using a pressure cooker. For frozen sections, fresh heart tissues were embedded in OCT Compound (Tissue-Tek, 4585) and then stored at −80 °C until sectioning to a thickness of 10 μm. Frozen sections were washed in water several times to remove OCT, then fixed in 4% PFA at room temperature for 10 min, and stored at −80 °C until use for immunostaining. For immunostaining, tissue sections were blocked with PBSST (0.3% Triton X-100 in goat serum working solution) for 90 min at room temperature, followed by incubation with the primary antibody overnight at 4 °C. The next day, tissue sections were washed 3 times with PBS, incubated with Alexa-Fluor-conjugated secondary antibodies for 1.5 h at room temperature, washed 3 times with PBS, and mounted with mounting medium containing the nuclear stain DAPI. The following antibodies were used (ratios indicate antibody dilution): tdTomato-RFP (Rockland, 600-401-379; 1:1000), TNNT2 (Abcam, ab8295; 1:200), ACTN2 (Abcam, ab9465; 1:200), PCM1 (Santa, sc-398365; 1:100), CDH5 (Abcam, ab91064; 1:100), KLF2 (ABclonal, A16480; 1:50), DCN (ABclonal, A1669; 1:100), CD68 (ABclonal, A15037; 1:100), NPPB (Abclonal, A2179; 1:50), S100A1 (Abclonal, A8560; 1:50), JUN (Abcam, 40766; 1:100) and ATP1A2 (ABclonal, A13850; 1:50), GAPDH (Proteintech, 10494-1-AP; 1:500). Alexa Flour488 Rabbit IgG, Alex Fluor and 594-AffiniPure Goat Anti-Mouse IgG, and Alex Fluor 647-AffiniPure Goat Anti-Rat IgG secondary antibodies (Zhongshanjinqiao, ZF-0511) were used for secondary antibody incubation. Fluorescent images were captured using a laser scanning confocal microscopy (LEICA, SP8).

Quantification of immunohistochemical staining was performed using the image analysis software ImagePro Plus. Specifically, the integrated optical density (IOD) is obtained summing all optical density values of each brown dot within an image. Mean density is calculated by dividing IOD by the area of the distribution area of the target of interest.

### Histology

Hearts were collected and fixed in 4% paraformaldehyde in PBS overnight at 4 °C and then processed for either paraffin or cryo embedding. Haematoxylin and eosin and Masson’s trichrome staining were performed according to standard procedures on paraffin sections using Automatic Dyeing Machine (Thermo Scientific Gemini AS).

### Single-cell RNA-sequencing

Single-cell RNA-Sequencing was performed using SMARTer ICELL8 Single-Cell System (Takara Bio) as previously described. In brief, single cell suspension was filtered with a 100-μm nylon cell strainer (Falcon 352350) and counted. Afterwards, cells were stained with Hoechst 33342 and Propidium Iodide (Molecular Probes**®**R37610) by adding 2 drops (~80 µL) of each dye per mL of cells, mixed carefully, and incubated at 37 °C for 20 min. Then, the reaction was stopped by adding the same volume of pre-warmed 1× PBS, and cells were pelleted by centrifugation at 100 ×*g* for 3 min at room temperature. To achieve maximum single cell collection, the cell suspension was diluted to approximately 2,200 cells/100 µL with Second Diluent 2× (WaferGen 430-000239-0001), RNase Inhibitor (Invitrogen AM2694), and pre-warmed 1× PBS (no Ca^2+^ or Mg^2+^, pH 7.4). After dilution, cells were dispensed into the ICELL8 Chip (WaferGen430-000245-0001) by the MultiSample NanoDispenser (MSND), and the chip was imaged by an imaging system. “DAPI” (to ensure single cell selection) and “Texas Red” (to exclude dead cells) were applied to select single live cells for subsequent analysis. After single cells selection, the reverse transcription (RT) reaction mix was prepared in a 220 µL total volume containing 5 mol/L Betaine Solution (Sigma B0300-1VL) 56 µL, 25 mmol/L dNTP mix (Clontech639132) 24 µL, 1 mol/L MgCl_2_ (Thermo Fisher ScientificAM9530G) 3.2 µL, 100 mmol/L DTT (Sigma43816-10ML) 8.8 µL, SMARTScribe^TM^5× First-Strand Buffer (Clontech639537) 61.9 µL, SeqAmp^TM^2× PCR Buffer (Clontech638504) 33.3 µL, 100 µmol/L RT E5 Oligo (WaferGen430-000240-0001) 4.0 µL, Amp Primer (WaferGen430-000241-0001), 100% Triton X-100 (Sigma T8787) 1.6 µL for cDNA synthesis. Reverse transcription was performed on a Chip Thermal Cycler (BIO-RAD 1861096 ), with a lid temperature of 72 °C and the following reaction program: 53.5 °C 5 s, 48.5 °C 180 s, 4.0 °C 360 s, 46.5 °C 5 s, 40.5 °C 5400 s, 51.7 °C 5 s, 48.5 °C 120 s, 38.5 °C 5 s, 39.8 °C 120 s, GOTO step 6 and 1 cycle, 73.0 °C 5 s, 69.5 °C 900 s, 98.0 °C 5 s, 96.0 °C 60 s, 100.0 °C 10 s, 99.5 °C 10 s, 60.0 °C 5 s, 63.5 °C 30 s, 68.0 °C 3 s, 67.6 °C 180 s, GOTO step 15 and 23 cycles, 72.0 °C 600 s, 4.0 °C hold. After reverse transcription, the cDNA was collected and purified using the DNA Clean & Concentrator kit (Zymo Research D4004) and Agencourt AMPure XP magnetic beads (Beckman, A63880) according to the manufacturer’s instructions. The quality of the cDNA product was analyzed by Bioanalyzer (Agilent 2100) and quantified with the Qubit® dsDNA HS Assay Kit (Invitrogen Q32851). When necessary, the cDNA product was diluted to about 0.5 ng/µL for library generation. The libraries were generated with the Nextera XT Library Preparation Kit (Illumina, 15032350) following the manufacturer's instructions, and were purified using Agencourt AMPure XP magnetic beads (Beckman, A63880). The resulting libraries were sequenced on the NextSeq500 sequencer (Illumina, FC-404-2005).

## BIOINFORMATIC ANALYSES

### Single-cell RNA-sequencing

#### Read processing and mapping

Raw reads were processed by the perl pipeline script developed by Takara Bio, which was originally described in detail by Leonard D. Goldstein, et al. (2017). In short, the main steps include: 1) Checking the validity of reads. Only read pairs whose read 1 uniquely mapped the pre-defined barcode tag (10 nt) and UMI (14 nt) were considered as valid. 2) Filtering read pairs by cutadapt (v1.8.1). The parameters were: -m 20 --trim-n --max-n 0.7 –q 20. 3) Aligning the reads to genomes of mouse, *E*. *coli*, mycoplasma, yeast, and adapter sequences by bowtie2 (v2.2.4) (Langmead and Salzberg, 2012). Contaminants were filtered by fastq screen (v0.5.1. 4). Clean reads were mapped to UCSC mm10 genome via STAR (v2.5.2b) (Dobin et al., 2013) and assigned to Ensembl genes (Zerbino et al., 2018) by featureCounts (subread-1.4.6-p1 command line) (Liao et al., 2014). Sequencing reads were further filtered and sorted by custom barcode filtering pipeline (See below).

#### Cell filtering and data normalization

Cell filtering steps were described in our earlier work (Yao et al., 2018). The number of captured transcripts per gene was inferred based on UMIs, and read pairs with UMIs containing Ns were excluded. UMIs limited to 2 s.d. from the mean of log10 UMI of all cells. Further, only cells with a minimally detected gene number of 500 were kept for downstream analysis. To remove the background signal, only genes that detected in at least 10 cells were considered as passing the threshold. In addition, reads mapped to all 37 mitochondrial genes were excluded (Table S14). Then, as illustrated by Butler et al. (2018), per-gene transcript counts were normalized across cells. Within each single cell, the UMI count of each gene was divided by total UMIs of that cell, and multiplied by size factor 10,000 to obtain a TPM-like value, which was then transformed to natural logarithm.

#### Read depth simulation

For C57BL/6 samples (P1 to P14), a total of 5,010 cells were isolated from 20 mice with an average raw read depth over 0.1 mol/L reads per cell, of which 4,231 cells passed our filtering criteria as described above (detected genes > min counts, detected genes in >10 cells**)**. For *Myh6-Cre*/*Esr1*;*R26-tdTomato* samples (P4 to P28) , a total of 13,317 cells were isolated from 9 mice, 11,168 of which passed the filtering criteria. For shNT and sh*Jun* samples, a total of 7,482 cells were collected, 7,049 of which passed the filtering criteria. To assess the effect of sequencing depth on the number of genes detected, and to learn the sequencing saturation level, we isolated different cell types from P1 samples, and calculated the number of genes with a TPM-like value > 0 in each cell. Then, a scatter plot was generated and a smooth trend line was added. As anticipated, the number of detected genes was saturated at our sequencing depth for the main cell types in P1 (data not shown).

#### Single cell clustering and annotation of cell state clusters

Clustering was conducted using the Seurat package (v2.3.4) (Butler et al., 2018). For C57BL/6 samples, to achieve an outlined description of different cell types and avoid potential batch effects among samples and experiments, we collected the cells from different postnatal time points, including P1, P4, P7, P14 and P56, used CCA in Seurat to align the experiments (chips) (Butler et al., 2018). A Seurat object was conducted for cells of each experiment, and nUMI was regressed out using the Scale function. Variable genes among cells were selected by their average expression level and dispersion: average log TPM-like value was restricted to be between 0.01 and 3, and the dispersion was set to be greater than 1. Then the MultiCCA function was used with the parameter num.cc = 20 for data alignment. We observed that the first ten canonical correlation vectors could explain the majority of the correlation strengths, and were therefore used for subsequent cell clustering. Main cell types, including cardiomyocytes (CM), endothelial cells (EC), fibroblasts (FB), granulocyte (GR), macrophages (MP), smooth muscle cell (SMC) and T cells (T), were determined according to the expression of known markers. Then the cells from certain time points were selected for downstream analysis. For *Myh6-Cre*/*Esr1*;*R26-tdTomato* samples (P4 to P28), to describe the CM cell clusters in a finer level, cells were clustered for each time point separately. First, the most variable genes among cells were selected by their average expression level and dispersion: average log TPM-like value was restricted to be between 0.01 and 3, and the dispersion was set to be greater than 1. Then, the selected genes were used for cell clustering. The FindClusters function of Seurat based on shared nearest neighbor (SNN-cliq) clustering method was utilized with default parameters (k = 30). Main cell types, including CM, EC, FB and MP, were identified by the expression of known markers. Simultaneously, sub-clusters of CMs were recognized for each time point. CM subclusters and non-CMs were visualized by UMAP. Then we collected CM subclusters from all time points of genetic lineage labeling samples, identified reporter-positive CMs, and combined them with P1-CMs to learn the developmental trajectory of CMs. For shNT and sh*Jun* samples, to avoid potential batch effect among individuals, and to retain true differences between shNT and sh*Jun* samples, we applied an iterative clustering strategy following these steps: 1) for each individual, cells were clustered in each individual as described above. The first 10 PCA components were used to do SNN clustering with a resolution value of 1. After clustering, the data were visualized by UMAP. Main cell types, including CM, EC, FB, MP, T and pericyte (PC), were determined based on the expression of known markers. 2) We collected each type of cells from all four individuals, examined the expression of *Jun* in shNT and sh*Jun* groups in each cell type, and performed a second round of dimensionality reduction and clustering for CM cells in isolation.

To address whether there were systematic batch effects in our data, we selected 107 house-keeping genes including 36 transcription elongation factor genes, 15 ribosomal genes, 19 RNA polymerase II subunit genes, and 37 tRNA genes (Table S3). Ninety-seven genes were detected in our data of C57BL/6 samples and 96 in genetic lineage labeling samples. Using the housekeeping genes, we generated a RLE (relative expression, i.e., the expression of one gene in a cell was divided by the median expression of the gene in all cells, then converted to log2) plot for each animal sample. The distribution of RLE values was very similar between samples and the median RLE value was zero in most samples. PCA analysis on these genes showed that all samples were mixed, and no obvious distinct pattern was observed. Moreover, any cluster in UMAP analysis comprising cells from a single animal sample was considered an outlier cluster, and therefore was removed from downstream analysis. From the UMAP result, all clusters contained cells from multiple animal samples. Hence, the difference among cell clusters represented true biological difference rather than systematic technical issues.

#### Identification of variable genes

As described by Butler et. al. (2018), the FindAllMarkers function was used to identify variable genes, with parameters test.use = wilcox, min.pct = 0.2, thresh.use = 0.2, only.positive = TRUE for clarifying the identity genes of each group of cells, and FALSE for identifying the DEGs between multi-groups of cells. The genes were filtered with a q value of 0.05. For block differential expression analysis, such as comparing P7CM and other cells, all other clusters were combined, and differentially expressed genes were filtered with a q value of 0.05 and average logFC of ±0.58. For differential expression analysis in a subgroup of cells, each subgroup was compared with the rest of the cells.

#### Analysis of cell Trajectory and functional gene categories

Monocle2 (v2.6.0) was used to study pseudotime trajectories of cells (Trapnell et al., 2014). The UMI matrix was used as input and variable genes detected by Seurat were used for building traces. Branches in the cell trajectory represent cells that have alternative gene expression patterns.

Diffusion maps and diffusion pseudotime were also used to study pseudotime trajectories of CMs. Firstly, the UMI matrix of CM cells in P1 to P14 samples was used as input to construct a single-cell experiment object using the SingleCellExperiment (v1.8.0) (Risso, 2019). Then Destiny (v3.0.0) was used to build a diffusion map (Angerer et al., 2016). Further, diffusion pseudotime (dpt) of each cell was accessed using the DPT function. Then, cells were plotted along their diffusion pseudotime. Slingshot (v1.4.0) (Street et al., 2018) was also applied for trajectory inference using function “getLineages”.

#### Analysis of cell heterogeneity

To further learn cell-to-cell heterogeneity in gene expression, we used the R package kohonen (v3.0.6) to construct SOM (self-organizing maps) for exhibiting the similarity relationships of genes in each transcriptome in a two-dimensional heat map, in which spatial neighborhood reflects expression pattern similarity (Kim et al., 2015). Genes with the most similar expression patterns were clustered as one set, which was shown by a hexagonal unit in SOM. Individual sets were located in the same fixed positions across all single-cell components.

To uncover the dynamics of CMs maturation, we used *I*_C_ (transition index) to quantitatively predict a tipping point as a critical transition state based on decrease of correlation between cells and concomitant increase of correlation between genes at each time point, as illustrated by Mojtahedi et al (2016). *I*_C_ is calculated as follows:

$${I}_{c}\left(t\right)=\frac{\langle \left|R\left({g}_{i},{g}_{j}\right)\right|\rangle }{\langle R\left({S}^{k},{S}^{l}\right)\rangle }$$

where 〈|*R*(*g*_i_,*g*_*j*_)|〉 is the absolute value of all Pearson’s correlation coefficients of all pairs of genes, and 〈*R*(*S*^*k*^,*S*^*l*^)〉 is the absolute value of all Pearson’s correlation coefficients of all pairs of cells.

To describe the dynamic expression pattern of TFs (transcription factors) from P1 to P28, we compared gene expression in P1CM and P28CM, and selected representative TFs of P1CM or P28CM with *P* value of < 0.05. Then the expression of each pair of genes, which was composed of one P1 TF and one P28 TF, was plotted for each time point. TF value was defined as the product of expression of P1 TF and P28 TF in each pair of genes. Then the TF values of each pair of genes at each time point were plotted to compare the activities of TFs during postnatal development.

#### Pairwise discreteness and index gene crossing

Pairwise discreteness test was used as described by Su et al. to test the discrete or continuous levels between Myh6 lineage tracing cell P1 to P28 and injected P1 and P7 cells in the MI model (Su et al., 2018). To further describe the correlation of cell sub clusters of P28 CM and injected P7 CM cells at a finer level, stringr (v1.4.0) and text2vec (v0.5.1) were used to compare the identity genes in each cell subcluster, and correlations between the cell subclusters in P28 and injected P7 were calculated as jaccard similarities by the sim2 function.

#### Analysis of cell-cell communication

Analysis of cell–cell communications was performed by comparing the representative ligand–receptor interactions between CMs and non-CM cell types (cell-cell pair) in each condition using CellphoneDB (Vento-Tormo et al., 2018). For each ligand-receptor interaction pair in each condition, the number of cell-cell pairs which were significant for the ligand-receptor interaction pair was calculated, and the mean expression of the ligand-receptor interaction pair was defined as the mean value of the average expression of each ligand-receptor interaction pair in all the significant cell-cell pairs. Then the ligand-receptor interaction pairs were ranked according to their mean expression, and the top 20 pairs were selected as representative ligand-receptor interaction pairs for conditions shNT and sh*Jun*, respectively. For each of the selected top ligand-receptor interaction pairs, the change was calculated using its mean expression in sh*Jun* minus that in shNT. A change over ± 0.4 was considered as increased/decreased ligand-receptor interaction, respectively.

### ChIP-sequencing

#### Assembly of genome tracks

Genome-wide localization of histone modifications (H3K4me1, H3K4me3, H3K27ac and H3K27me3) and RNA Polymerase II for each time point was determined via chromatin immunoprecipitation followed by high-throughput sequencing. Reads were mapped to genomes of mm10 by subread and mapped reads from biological replicates were merged for peak calling by MACS2 (v2.1.1) (Zhang et al., 2008). Broad peaks were called by MACS2 with default settings for broad peak calling (macs2 callpeak -t H3_bam -c input_bam -n name -B --SPMR –broad --outdir). All peaks were filtered by *P* value of 10^−6^. The total reads of each sample were normalized to 10 million to create UCSC files by HOMER (v4.9.1) (Heinz et al., 2010). Chromatin marks at promoters were evaluated by subtracting input from the ChIP tag centered on the TSS of each Ensembl transcript by the function of makeUCSCfile in HOMER (makeUCSCfile merged_H3_tag_directory –i merged_input_tag_directory -subtract -o merged_H3.bedGraph -fsize 5e7).

#### Analysis of chromatin marks at TSSs

ChIP values were evaluated and normalized by the function of annotatePeaks.pl in HOMER (annotatePeaks.pl mm9_GeneTSS1k.bed mm9 -size -5000,5000 -d merged_H3 merged_input -fpkm -noann> sum_H3.fpkm). Then, the input value was subtracted from the ChIP value as background signal. Since expression data were computed at the gene level, the value of each chromatin mark was defined as the mean value observed across all transcripts of a gene. Chromatin marks at TSSs in different gene categories were calculated as a median value of genes in each category (Table S2).

### Bulk RNA-sequencing

#### Identification of differentially expressed genes

For RNA-Seq analysis in mice, reads were firstly aligned to genomes of mm10 by subread (R version 1.24.2) (Liao et al., 2013). For rats, reads were aligned to genomes of rn6 by subread. Uniq reads were kept and then assigned to in-build refseq gene annotation of rsubread using featureCounts. Genes were further filtered, and only those with rpkm > 1 in two or more than two samples were kept for differential analysis, as described by Law et al. (2016). Differential analysis was conducted with limma (Ritchie et al., 2015). Genes with adjusted *P* value < 0.05 were taken as significantly differentially expressed genes, which were then clustered according to their expression patterns through the sampling series by hclust and cutree functions in R (Becker et al., 1988).

### Statistical analysis

All results are expressed as means ± SEM. Student’s *t*-test or Wilcoxon rank-sum test were used for comparison of 2 groups as indicated, and one-way ANOVA, then by post hoc analysis was used for comparison of 3 or more groups as indicated in the manuscript. *P* value < 0.05 was considered statistically significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

# Supplementary material for: Postnatal state transition of cardiomyocyte as a primary step in heart maturation
**Source:** Protein Cell. 2022 Apr 8;13(11):842–62. doi: 10.1007/s13238-022-00908-4
**Supplement:** Supplementary file 1 — Supplementary file1

## **Supplementary Materials**

Zheng Li et al.

**This file contains:**

**Supplementary Figures 1-8**

**Supplementary Methods**

**Figure S1**

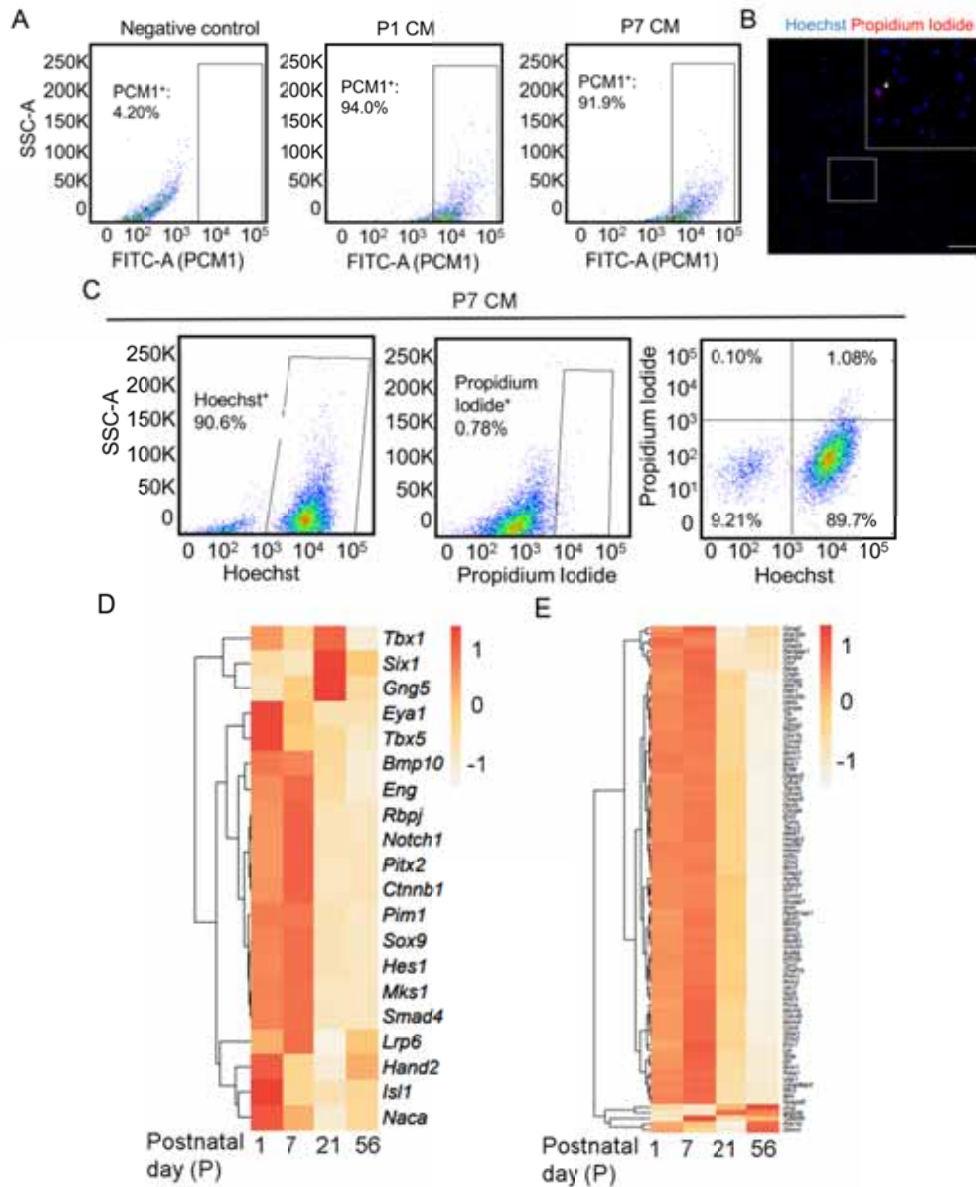

**Figure S1. Quality control (QC) of isolated cardiomyocytes and heatmap of the expression of proliferation-related genes from bulk RNA-seq. (A)** FACS to show P1 and P7 cardiomyocyte purity following differential velocity adherence based on PCM1 staining. **(B)** Cell viability staining of P7 cardiomyocytes using Hoechst and Propidium Iodide. The white arrow indicates the Propidium Iodide<sup>+</sup> Hoechst<sup>+</sup> cells (dead) cells. **(C)** FACS to show P7 cardiomyocyte viability stained by Hoechst and

Propidium Iodide. **(D)** Heatmap showing the expression of proliferation-related genes and **(E)** cell cycle related genes from bulk RNA-seq at indicated time point. **(D, E)** Heatmap showing the expression of proliferation-related genes **(D)** and cell cycle-related genes **(E)** from bulk RNA-seq data at indicated time points.

**Figure S2**

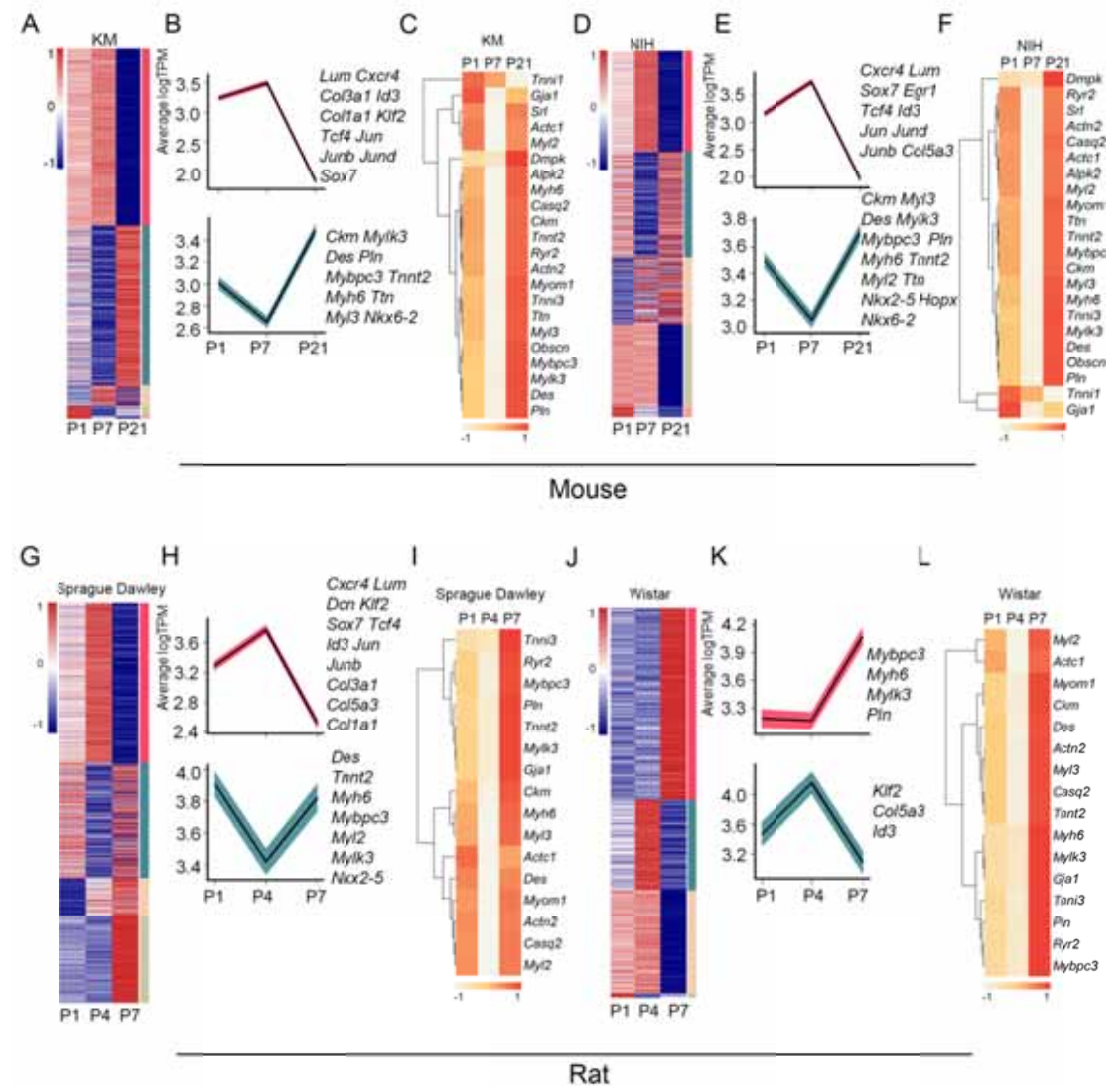

**Figure S2. Transcriptomic profiling of cardiomyocytes in additional strains and species.**

(A, D) Hierarchical clustering of differentially expressed genes (DEGs) in cardiomyocytes (CMs) isolated from KM (A) and NIH (D) mice at postnatal (P) days 1, 7, and 21. (B, E) The mean levels (black line) and confidence interval of standard t-test (colored regions) of corresponding RNA expression for 4 clustered gene sets are shown. (C, F) Heatmap displaying expression of representative cardiac genes from (A) and (D), respectively. (G, J) Hierarchical clustering of differentially expressed genes (DEGs) in cardiomyocytes (CMs) isolated from Sprague Dawley (G) and Wistar (J) rats at P1, 4, and 7, respectively. (H, K) The

mean levels (black line) and confidence interval of standard t-test (colored regions) of corresponding RNA expression for 2 clustered gene sets are shown in (H) and (K), respectively. **(I, L)** Heatmap displaying expression of representative cardiac genes from (G) and (J), respectively.

Figure S3

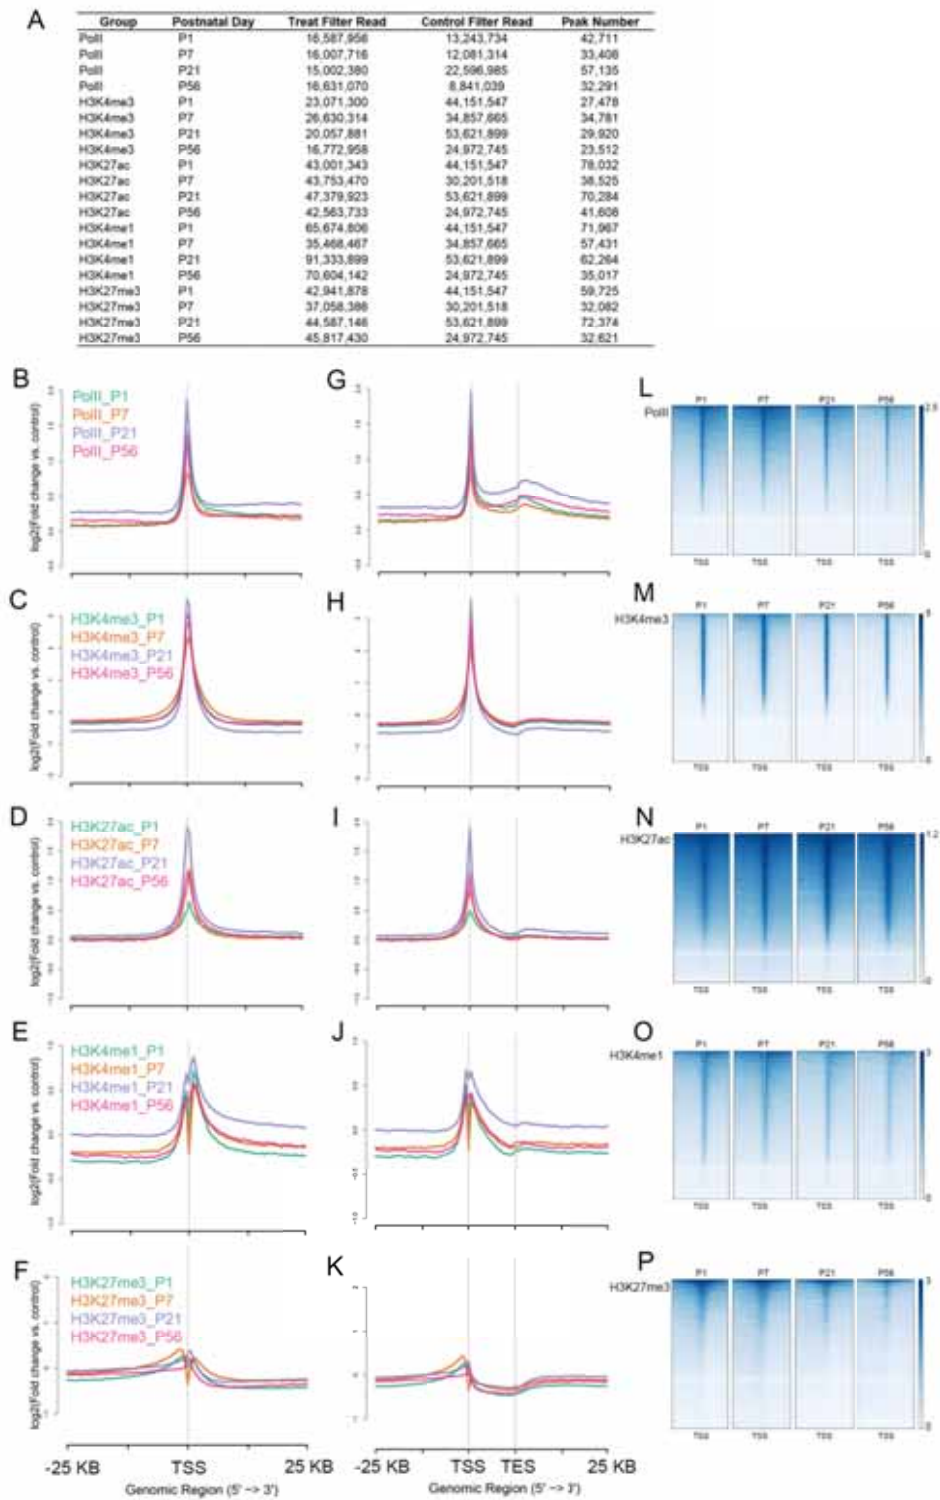

**Figure S3. Epigenetic decline of cardiac gene expression in CMs at P7.** (A) Quality control of ChIP-Seq, including read number and peak number for each ChIP-Seq at indicated time points. (B-F) ChIP-Seq signal distribution of Polymerase (B), H3K4me3 (C),

H3K27ac (D), H3K4me1 (E), and H3K27me3 (F) around transcription start site (TSS) at indicated time points. **(G-K)** ChIP-Seq signal distribution of Polymerase (G), H3K4me3 (H), H3K27ac (I), H3K4me1 (J), and H3K27me3 (K) across the gene bodies at indicated time points. **(L-P)** Heatmap to show (G-K).

**Figure S4**

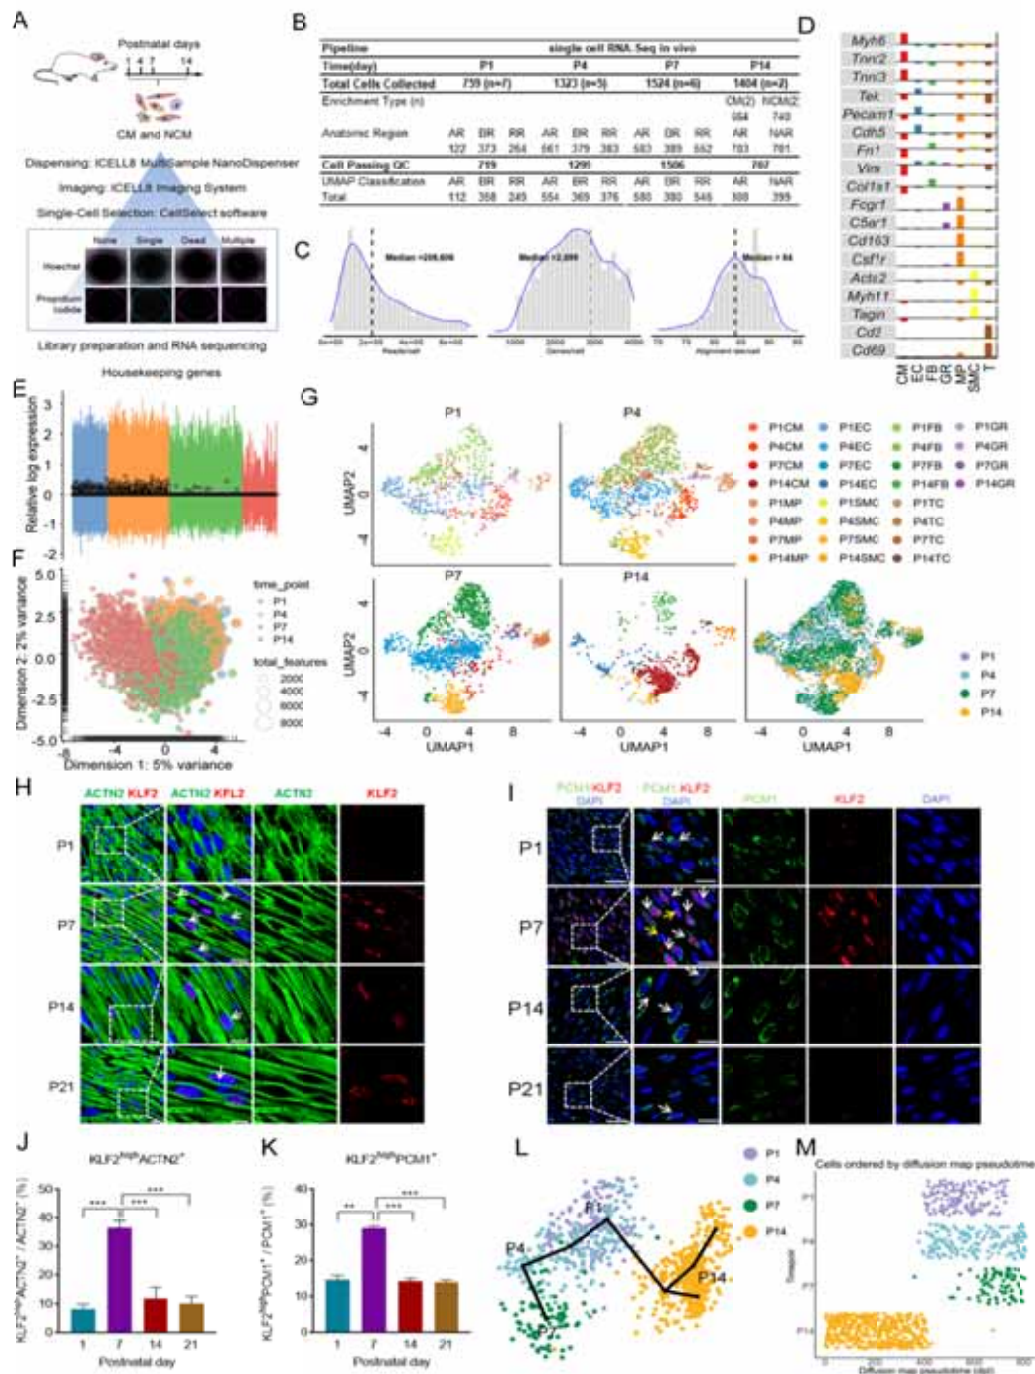

**Figure S4. Workflow and quality control of scRNA-seq, and validation of P7-tCMs. (A)**

Schematic of study design, and workflow of Nanogrid single-cell selection and sequencing platform. Digested cells captured from different anatomic regions were stained with Hoechst and Propidium iodide (PI) before selection. Live, single cells (Hoechst<sup>+</sup>; PI<sup>-</sup>) were identified

by the Nanowell imaging system, and were selected for subsequent experiments (see Methods). **(B)** Animal information and detailed information of cells processed via scRNA-seq. AR, apex region; BR, border region of the apex; RR, remote region; QC, quality control. **(C)** Quality metrics for single-cell RNA-Seq data showing distributions of number of reads per cell, alignment rate per cell, and number of genes detected per cell. **(D)** The expression of representative marker genes in different cell types. **(E)** Relative log expression (RLE) plot of 97 housekeeping genes in each single cell captured from different mice at different time points. Each bar corresponds to the boxplot of RLE value of one cell, with a blank circle representing the median of the RLE value. Middle grey line represents interquartile range (IQR), and the extension line is the  $1.5 \times \text{IQR}$ . **(F)** Principal component analysis (PCA) of all collected cells using 97 housekeeping genes. Please see Table S3 for the full list. **(G)** UMAP clustering of single cells isolated from hearts at indicated developmental stages CM, cardiomyocyte; EC, endothelial cell; FB, fibroblast; GR, granulocyte; MP, macrophage; SMC, smooth muscle cell; T, T cell. **(H)** Immunofluorescence staining against ACTN2 and KLF2 in heart sections at indicated time points. White arrows indicate co-localized cells. Scale bar = 25  $\mu\text{m}$  in lower magnification, = 10  $\mu\text{m}$  in higher magnification. **(I)** Immunofluorescence staining against KLF2 and PCM1 in heart sections at indicated time points. White arrows indicate co-localized cells. Scale bar = 25  $\mu\text{m}$  in lower magnification, = 10  $\mu\text{m}$  in higher magnification. **(J)** Quantification of (G).  $n = 6$ , \*\*\* $P < 0.001$  (one-way ANOVA, post hoc analysis). **(K)** Quantification of (I).  $n = 6$ , \*\*\* $P < 0.001$  (one-way ANOVA, post hoc analysis). **(L-M)** Slingshot (L) and Diffusion map (M) analysis showing the ordering of CMs along pseudotime. Each dot represents a single CM, while each color indicates a time point.

Figure S5

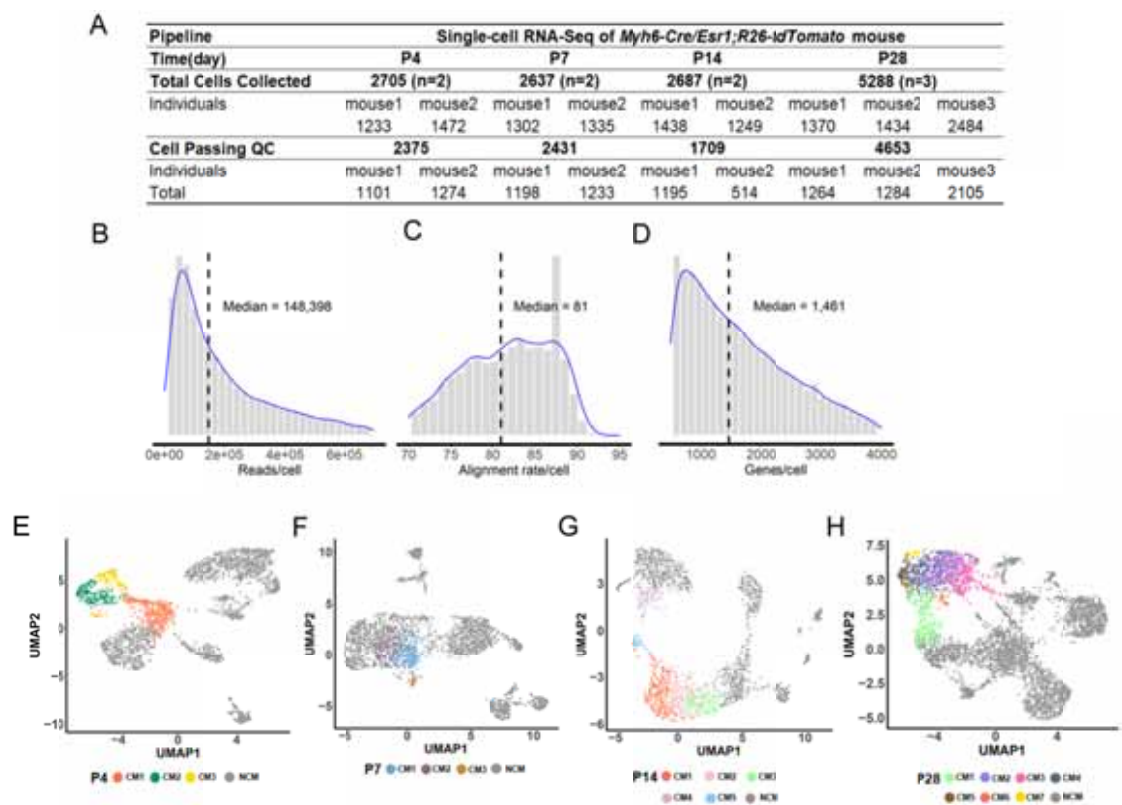

**Figure S5. Animal information and quality control for scRNA-seq data of genetic lineage tracing mice.** (A) Animal information and numbers of cells of *Myh6-CreER;R26-tdTomato* mice processed via single-cell RNA sequencing. (B-D) Quality metrics for scRNA-seq data showing distributions of number of reads per cell (B), alignment rate per cell (C), and number of genes detected per cell (D). (E-H) UMAP clustering of single cells isolated from P4 (E), P7 (F), P14 (G), and P28 (H) mouse hearts. Please see Table S7 for the full list.

Figure S6

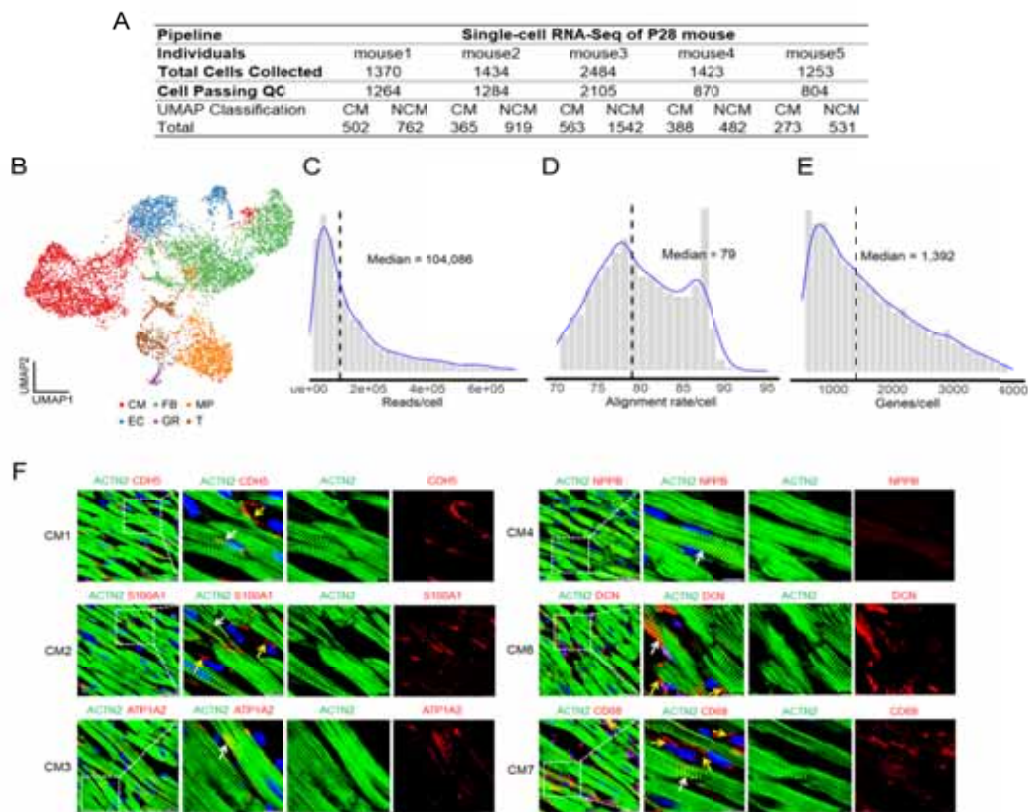

**Figure S6. scRNA-seq quality control and subtype validation of P28 cardiomyocytes. (A)** Animal information and numbers of cells of P28 mice processed via scRNA-seq. **(B)** UMAP clustering of single cells isolated from P28 mouse hearts. Each dot represents a single cell. Cell populations were identified by the expression of established marker genes. CM, cardiomyocyte; EC, endothelial cell; FB, fibroblast; MP, macrophage; TC, T cell; GR, granulocyte. Please see Table S8 for the full list. **(C-E)** Quality metrics for single-cell RNA-Seq data showing distributions of number of reads per cell (C), alignment rate per cell (D), and number of genes detected per cell (E). **(F)** Immunofluorescent staining of ACTN2 and different CM subtypes markers in P28 heart sections. White arrows indicate co-localized cells, yellow arrows represent cells with subtype-specific marker staining only. Scale bar = 25  $\mu\text{m}$  in lower magnification, = 10  $\mu\text{m}$  in higher magnification.

Figure S7

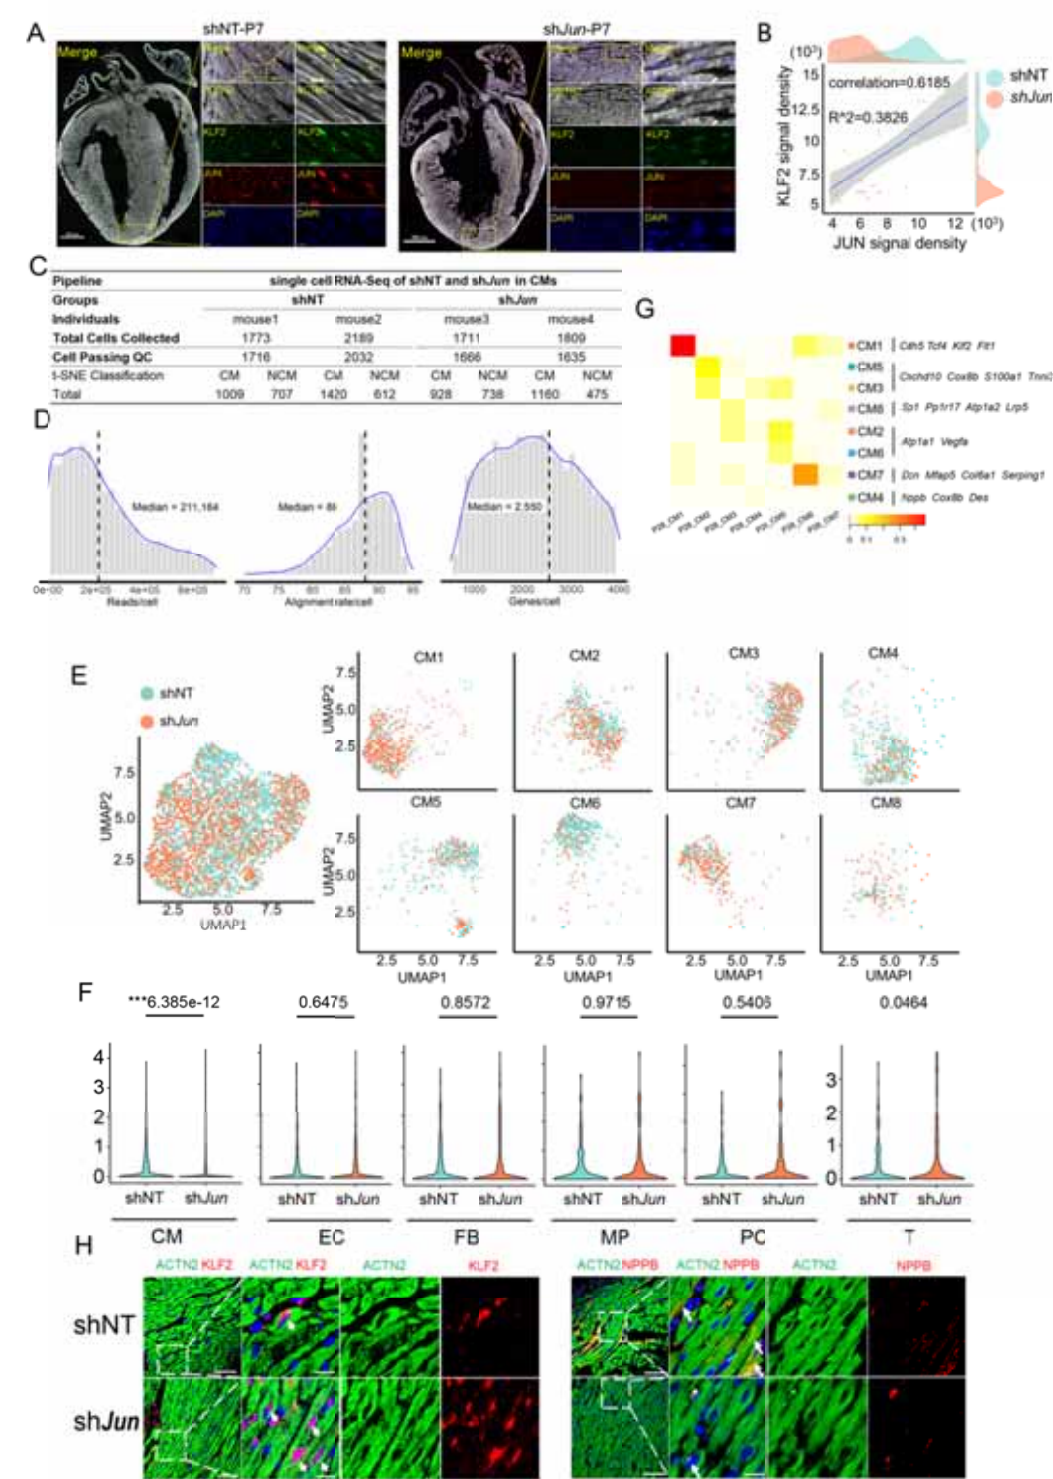

Figure S7. Quality control of Jun knockdown and its effect on CM subtype specification.

(A) Multicolor staining of KLF2, JUN, ACTN2 and DAPI of whole heart tissue after knockdown of *Jun* at P7. Yellow arrow indicated the KLF2+ JUN+ DAPI +and ACTN2+ cells.

Scale bar = 500  $\mu\text{m}$  in the shNT whole heart, Scale bar = 800  $\mu\text{m}$  in the shJun whole heart, Scale bar = 40  $\mu\text{m}$  in lower magnification, = Scale bar 10  $\mu\text{m}$  in higher magnification. **(B)** Quantitative correlation analysis of JUN and KLF2 signal density in individual cardiomyocytes of shNT and sh*Jun* groups in (A). n = 5 hearts per group, and 3 regions per section for quantitative analysis. **(C)** Animal information and numbers of cells of P28-mice processed via scRNA-seq. **(D)** Quality metrics for scRNA-seq data showing distributions of number of reads per cell, alignment rate per cell, and number of genes detected per cell. **(E)** UMAP plots showing all CMs combined (left) or each CM subtype (right) in shNT versus sh*Jun* group. **(F)** Violin plots to show the expression of *Jun* in different cell types (EC, endothelial cell; FB, fibroblast; MP, macrophage; PC, pericyte; T, T cell) of P28-hearts with shNT or shJun injection based on single-cell RNA-Seq. **(G)** Correlation analysis of CM subtypes between (5J) and CMs in P28 heart in wild type mouse. **(H)** Co-expression of CM subtype markers NPPB (CM4) or DCN (CM7) with ACTN2 to show proportional changes of these subtypes in P28-hearts injected with shNT versus sh*Jun*. Scale bar = 25  $\mu\text{m}$  in lower magnification, = 10  $\mu\text{m}$  in higher magnification.

**Figure S8**

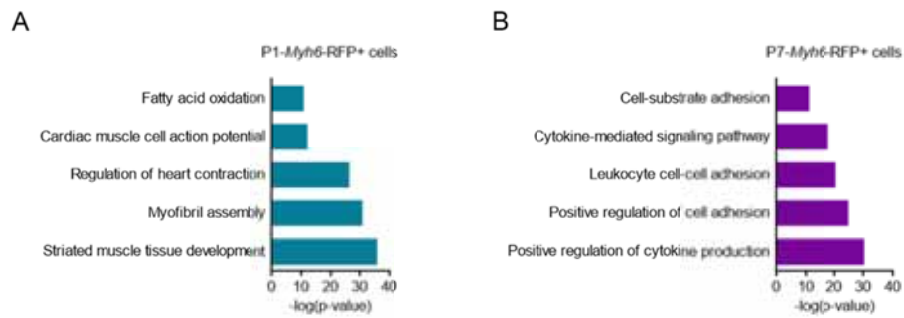

**Figure S8. Transition state-CMs (tCMs) isolated from P7 hearts exhibit potential in cardiac repair. (A-B)** Gene ontology (GO) analysis on genes highly expressed in P1-CMs (A) or P7-CMs (B) 2 weeks after injection based on single-cell analysis data. Selected top categories are shown here.

## **Supplementary methods**

**Multicolor immunostaining.** Multicolor immunostaining was performed according to standard protocols for the multicolor kit (PANOVUE, TSA-RM-827258, 10217100100) for paraffin embedded sample sections. Briefly, hearts were collected in PBS on ice in 4% PFA at room temperature for 12-24 h depending on tissue size, followed by tissue dehydration and embedding. Embedded hearts samples were sectioned to a thickness of 4  $\mu$ m. Prior to staining, sections were dewaxed, and antigen was retrieved with EDTA buffer (pH 9.0) using a pressure cooker following peroxide blocking. Then, sections were blocked using block solution, followed by incubation with the first primary antibody overnight at 4 °C. The next day, sections were incubated with the secondary antibody at room temperature for 1 hour. Repeated rounds of antigen retrieval, blocking, incubation with the next primary and secondary antibodies were repeated until sections were labeled with all three target antibodies. Finally, sections were mounted with DAPI, and subjected to multicolor scanning using Vectra Polaris System (Perkin Polaris).

**Validation of cardiomyocytes purity by FACS.** Isolated cardiomyocytes were fixed in 0.01% formaldehyde for 10-15 minutes, and then treated with pre-cooled methanol for 30 minutes to permeabilize the plasma membrane. Samples were incubated with an anti- PCM1 antibody incubating overnight at 4 °C, then with a secondary antibody at room temperature for 1 hour. Resulting samples were evaluated for PCM1 positivity using FACS Aria 2 (BD Biosciences). Cells without primary antibody incubation served as a negative control.

**Cell viability assay.** Isolated cells were incubated with Hoechst 33342 and Propidium Iodide (NucBlue® Live reagent, Thermo) for 30 minutes at 37 °C. Images were taken on a fluorescence microscope (Zeiss, Axio Observer D1) for visualizing staining. Samples were also subjected to FACS analysis to quantify Hoechst<sup>+</sup>PI<sup>-</sup> (live) versus Hoechst<sup>+</sup>PI<sup>+</sup>(dead) cells (FACS Aria 2, BD Biosciences).

How the deposited data were processed for this re-analysis (not part of the article)

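RFP+ cells from infarcted hearts were studied in 1 library per condition, MI_P1 and MI_P7. The authors trimmed the reads with cutadapt, screened them for contaminants, aligned them to mm10 with STAR, assigned them to Ensembl genes with featureCounts and deposited counts of distinct UMIs per well and gene without normalization, with a report of reads per well whose values are also counts. Gene symbols and coordinates were taken from the GENCODE mouse annotation of mm10 by gene identifier.

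Cells were kept by the filters of the methods. The number of mice behind each library is not given in the paper's text, and the sex of the donors is not given either. Because each condition had 1 library, no test, p-value or count of changed genes was computed. Shares have exact Clopper-Pearson intervals, sums have exact Poisson intervals and list medians have intervals from 500 Poisson resamples, all at 95% and for counting error only. PCR and carry-over between wells are not covered by them.

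Analyses used Python 3.11, numpy, scipy, scanpy 1.11.5 for doublet scores, R 4.3.3, Seurat 5.3.0 for clustering and edgeR 4.0.16 for the TMM factors of 1 alternative. Clustering used counts per 10000 on the natural log scale, variable genes with a mean from 0.01 to 3 and a dispersion over 1, 10 principal components, 30 neighbours and a resolution of 0.8. The paper names another release of Seurat. The scripts were tested on simulated data. For a simulated comparison of MI_P7 with MI_P1 over 11366 genes, 99% of 200 genes changed by 2 log2 units were recovered within 0.5 units, and 3 simulated groups of cells were found as 3 clusters.

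The genes named were set before the data were examined: the genes of Fig. 6K, the 10 genes with the largest log2 ratio in each direction at 50 CPM or more and in at least 20% of the cells of the higher library, the markers of 12 cell classes, the 5 leading genes of each cluster, 7 gene lists, 6 isoform pairs and a few single genes. Not every gene that this rule names is reported here. The 7 gene lists follow terms of Fig. S8, which the paper drew from these same injected cells. Leading genes were ranked by fold over the other cells, with 0.1 counts per 10000 added, among genes in at least 20% of the cells of the cluster.

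Several choices were made after results had been seen. The rule that turns marker genes into names of clusters was tried in 2 versions. The version run first compared each cluster with the median of the clusters and left a cluster unnamed if 1 gene of the lining of the heart was among its 10 leading genes. It named cluster A of MI_P7 cardiomyocyte-like and left the clusters with macrophage genes unnamed. The version used compares with the lower quartile, asks for 2 genes of the lining, and also leaves unnamed a cluster with 2 leading genes from a list of those that lead the clusters of lowest counts. Both lists of genes that leave a cluster unnamed, that of the lining and that of low counts, were written after the leading genes of the clusters had been seen, and the first holds leading genes of cluster E. Without these lists the rule used names cluster E cardiomyocyte-like, an alternative that was added later. Both versions ask for at least 3 detected markers, a median fold of at least 1.5 and a lead of 1.2 times over the next class. No outside standard decided between them, so names of clusters, and every share that rests on them, depend on this choice. The match of the groups of Fig. 6K with clusters was likewise tried in 2 versions. The match used places the group with Lrp5 in cluster A, the one run first in cluster C. An earlier clustering used the variable genes that the default assay of Seurat selects, limited to 2000. It was replaced because the limit is not in the methods, and also gave 7 clusters. All of these earlier versions were kept as alternatives.

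Alternatives for the filters, the pseudocount, the scaling, the way cells were combined and the clustering were set before the data were examined, with exceptions. Those on pseudogenes, on the cluster of lowest counts and on the variable genes of the default assay were chosen after seeing the data. So were those on the naming rule and on the match with Fig. 6K. The gene lists were not compared between the libraries in cardiomyocyte-like cells alone, since MI_P7 had 5 such cells and a minimum of 20 had been set. Trajectories and the correlation with P28 clusters were not analysed here.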

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

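The test of lung macrophage genes was set before its result was seen. The other tests in this part were chosen only after the result was seen. Among them is the test of whether cardiomyocyte-like cells hold the tdTomato counts. It includes a comparison of cardiomyocyte markers between cells with at least 5 tdTomato counts and all other MI_P7 cells, some of which had fewer tdTomato counts.

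The deposited counts include a column for the tdTomato transcript, which the paper does not report on for MI_P1 and MI_P7. The kept cells of MI_P7 held 308 tdTomato counts, found in 103 cells (9.40%, 7.74% to 11.3%), and those of MI_P1 held 0. In MI_P1, 1 well with a cell that was not kept had 1 count. Control wells held 0, at few counts. The counts were spread over all 7 clusters of MI_P7, from 7.73% of cells in B to 12.9% in G. The 5 cardiomyocyte-like cells of MI_P7 held 0 of the 308 counts, so the counts found lay in other cells. Whether cardiomyocyte-like cells hold reporter RNA more often than others cannot be decided, because the class has only 5 of 1096 cells. The 16 cells with at least 5 tdTomato counts had a median of 31.7 counts per 10000 of cardiomyocyte markers, against 19.7 in the other MI_P7 cells (a ratio of 1.61) and 365 in the 5 cardiomyocyte-like cells. The highest of the 16 had 302. If cluster E is counted as cardiomyocyte-like, its 9.63% of cells with a tdTomato count lies within the range of the other clusters. Reads per cell were not lower in MI_P1, where the median kept cell had 664456, against 312068 in MI_P7. A lower yield of molecules from the MI_P1 cells stays open. The rate in MI_P7 predicts 33.3 counts, or 11.1 cells with a count, for the kept cells of MI_P1, but only if counts stand for molecules alike in both libraries, so a lower yield of molecules in MI_P1 cannot be told apart from a difference between the cells. Reporter RNA carried between wells and a difference between P1 and P7 donors also stay open and were not tested.

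At least 10 Xist counts were found in 11 kept cells of MI_P7, a share of 1.00% (0.50% to 1.79%), and in 0 of MI_P1 (up to 3.39%). The Y gene Ddx3y had counts in 58.5% of MI_P7 cells and 31.8% of MI_P1 cells. The hosts were male. Few Xist cells are what cells of the hosts would give, and also what male donors would give. Since the sex of the donors is not given in the paper's text, these cannot be told apart.

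Fabp1, a gene that the paper does not discuss for these cells, had a mean of 4.94 counts per 10000 in cluster G of MI_P7 and was found in 54.8% of its cells, against 7.42% of the other MI_P7 cells and 0 control wells. A candidate source is macrophages of the lung: 7 of 10 genes of a list written from general knowledge before the test were over 2 times as high in G as in the other cells, with the counts of each pooled. Abcg1 had 7.66 counts per 10000 against 0.70 and Atp6v0d2 6.46 against 0.72, while the abundant Mrc1 had 21.0 against 14.6, and Marco (4.00 against 3.77) and Cd200 (0.79 against 0.93) did not differ in this way. None of the 10 genes is among the fixed markers, but the list is not specific to the lung. As means over cells, the 12 fixed macrophage markers took 297 counts per 10000 in G, below only the 306 of B. Siglecf (1.71 against 0.0094 in the other cells) and Ear2 (4.82 against 0.145) were also among the 10 leading genes of G. These 2 genes were picked from these data and are no test. Without the 3 MI_P7 cells called doublets, the smallest cluster held 2.84% of the cells, against 2.83% with them. Macrophages of the heart with the same genes were not tested.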

How the results depend on the processing

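The alternatives on pseudogenes, on the cluster of lowest counts, on the naming rule, on the match with Fig. 6K and on the version 5 assay were chosen after seeing the data. The others were set before the data were examined. The cause of the moves below was not tested. No paired analysis was possible because each condition had 1 library. The gene lists were not compared in cardiomyocyte-like cells alone, since MI_P7 had 5 of them.

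With at least 200 detected genes, 75% of the MI_P1 wells were kept, and without a limit on total counts 99.91% of the MI_P7 wells.

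All 7 list medians kept their direction under the 15 alternatives computed, and so did the log2 ratios of the 20 genes with the largest ratios. The medians ranged from -4.44 to -2.56 for myofibril assembly, from -4.23 to -0.53 for heart contraction and action potential, and from 0.41 to 1.31 for cell-substrate adhesion. Medians outside their counting interval follow. With a pseudocount of 0.1 CPM, the medians were myofibril assembly -4.13, heart contraction and action potential -4.23 and fatty acid oxidation -2.54. With one of 10 CPM, the medians were myofibril assembly -3.91, heart contraction and action potential -2.67, fatty acid oxidation -2.05, cytokine production 1.63, leukocyte adhesion 1.51 and cytokine-mediated signaling 1.796. Without a filter on low values, the medians were fatty acid oxidation -2.31. With a minimum of 50 CPM, the medians were cytokine production 1.91 and cytokine-mediated signaling 2.13. Averaging counts per 10000 over cells, the medians were myofibril assembly -4.44 and cytokine-mediated signaling 1.89. Averaging natural logs over cells, the medians were myofibril assembly -2.56, heart contraction and action potential -0.53, fatty acid oxidation -0.68, cytokine production 0.65, leukocyte adhesion 0.67, cytokine-mediated signaling 0.60 and cell-substrate adhesion 0.41. With each cell thinned to 5000 counts, the medians were myofibril assembly -4.44, cytokine production 1.98 and cytokine-mediated signaling 1.75. Under TMM scaling, the medians were myofibril assembly -4.04. Under median ratio scaling, the medians were myofibril assembly -4.18, fatty acid oxidation -2.50, leukocyte adhesion 1.72, cytokine-mediated signaling 1.90 and cell-substrate adhesion 0.69. Without macrophage-like cells, the medians were myofibril assembly -3.92, cytokine production 1.44, leukocyte adhesion 1.50, cytokine-mediated signaling 1.64 and cell-substrate adhesion 1.31. Without 3 pseudogenes of mitochondrial genes and Gm42418, the medians were myofibril assembly -4.13, cytokine production 1.68, leukocyte adhesion 1.77 and cell-substrate adhesion 0.74. Without the cells that the naming rule run first called macrophage-like, the medians were cytokine production 1.63, cytokine-mediated signaling 1.89 and cell-substrate adhesion 0.95.

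The number of MI_P7 clusters was 4 at a resolution of 0.4, and between 6 and 8 under the other alternatives.

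Of 110 alternative values of the shares of named classes, 36 left their counting interval, against 42 of 105 list medians, and the share of cardiomyocyte-like cells in MI_P7 was between 0.44% and 0.46% in every setting that clusters both libraries together under the rule used. Under the rule run first, which was computed for the main joint clustering only, it was 0.46%. With MI_P7 clustered alone it was 0% under the rule used, which was set after the names were seen, 22.4% under the rule run first and 12.3% under the rule used without its lists of genes that leave a cluster unnamed, which were also written after the leading genes were seen. With both libraries clustered together, leaving out these lists changed 0 of the shares. Under the main settings, with both libraries clustered together, the MI_P7 shares were cardiomyocyte-like 0.46%, macrophage-like 46.9%, fibroblast-like 18.0%, endothelial-like 10.04% and unnamed 24.6%. Of the 514 macrophage-like cells, 286 are of a cluster with 3 red blood cell markers and 0 macrophage markers among its 10 leading genes, which the rule run first left unnamed. The other 228 are of a cluster that both rules named macrophage-like, with 0 markers of either class among its 10 leading genes. The lowest share of cells with the macrophage marker Lyz2 in any cluster was 99.1%, so a ranking by fold can miss such markers. Their absence does not speak against macrophages. The leading genes do not settle the cell type, so that these shares describe clusters rather than cell types. Doublets were called for 3 MI_P7 cells and 18 MI_P1 cells, so the shares without them also reflect a new clustering. With at least 200 detected genes, the shares were cardiomyocyte-like in MI_P1 70.1%, unnamed in MI_P1 29.9%, macrophage-like in MI_P7 33.8%, fibroblast-like in MI_P7 26.4% and unnamed in MI_P7 29.7%. With at least 1000 detected genes, the shares were cardiomyocyte-like in MI_P1 100%, unnamed in MI_P1 0%, macrophage-like in MI_P7 35.7% and unnamed in MI_P7 37.3%. Without a limit on total counts, the shares were fibroblast-like in MI_P7 13.8% and unnamed in MI_P7 27.4%. At a resolution of 1.2, the shares were macrophage-like in MI_P7 42.4% and fibroblast-like in MI_P7 24.0%. Without called doublets, the shares were macrophage-like in MI_P7 27.6%, fibroblast-like in MI_P7 15.6% and unnamed in MI_P7 46.2%. With each library clustered alone, the shares were cardiomyocyte-like in MI_P1 43.9%, unnamed in MI_P1 56.1%, cardiomyocyte-like in MI_P7 0%, macrophage-like in MI_P7 39.7%, fibroblast-like in MI_P7 13.1% and unnamed in MI_P7 37.5%. Under the naming rule run first, the shares were macrophage-like in MI_P7 20.8%, fibroblast-like in MI_P7 0% and unnamed in MI_P7 68.7%. With each library clustered alone under the naming rule run first, the shares were cardiomyocyte-like in MI_P1 100%, unnamed in MI_P1 0%, cardiomyocyte-like in MI_P7 22.4%, macrophage-like in MI_P7 0%, fibroblast-like in MI_P7 13.1% and unnamed in MI_P7 54.8%. With each library clustered alone, without the gene lists of the naming rule, the shares were cardiomyocyte-like in MI_P1 100%, unnamed in MI_P1 0%, cardiomyocyte-like in MI_P7 12.3%, macrophage-like in MI_P7 39.7% and fibroblast-like in MI_P7 13.1%. The MI_P1 cells left unnamed when each library was clustered alone had a cardiomyocyte marker fold of 34.1 (6.84 for the next class), above the 24.8 of the cells named, and were left out only by the list of genes that lead clusters of low counts. Among MI_P7 clusterings, the rule run first named a cluster cardiomyocyte-like under 10 of 12 settings and the rule used under 4 of 12, the version 5 assay included (12.0% of cells). Without the gene lists, the rule used did so under 11 of 12, where the cluster named held between 12.0% and 29.3% of the cells.

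Of 36 alternative values of the isoform pairs, 20 stayed within their counting interval. In cardiomyocyte-like cells, the adult shares were Tnni3 in MI_P1 100%, Tnni3 in MI_P7 100%, Myh6 in MI_P7 87.5%, Myl2 in MI_P7 100%, Myl3 in MI_P7 99.97%, Cox8b in MI_P7 96.4% and Ckm in MI_P7 85.5%. With at least 1000 detected genes, the adult shares were Tnni3 in MI_P1 100%. With each cell thinned to 5000 counts, the adult shares were Tnni3 in MI_P1 100%, Myh6 in MI_P1 87.4%, Myl3 in MI_P1 100%, Cox8b in MI_P1 96.5%, Ckm in MI_P1 96.6%, Tnni3 in MI_P7 99.80%, Myh6 in MI_P7 91.0% and Myl3 in MI_P7 94.1%. Thinning leaves few counts for pairs such as Ckm and Ckb, and the cardiomyocyte-like cells of MI_P7 are 5 cells.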

Differences from the paper's values

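No value computed under the main settings differed from a value of the paper by more than 1.5 times. The number of MI_P7 clusters, which the paper gives as 7, was 7 here, and 4 at a resolution of 0.4. The share of the cluster placed with the group of Lrp5 was 22.4%, and the paper's value is about 28% in Fig. 6J, read by eye. That placement uses a limit on detection that was added after the first match was seen. Under the match run first, the group lay in cluster C with 18.4%, which is more than 1.5 times below the paper's value. It also differed by more than 1.5 times at a resolution of 0.4 (63.5%) and of 1.2 (12.4%).

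The share of the cluster placed with the group of Cox8b was 12.3%, and the paper's value is about 13% in Fig. 6J, read by eye. It was more than 1.5 times the paper's value in 4 of 12 alternatives: at a resolution of 0.4 (24.0%), with 20 principal components (23.4%), without called doublets (22.6%) and with total counts regressed out (21.1%). Those of the figure's groups placed in B and C differed by more than 1.5 times at a resolution of 0.4 (63.5% and 2.83%) and, for that in C, with total counts regressed out (8.30%).

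The paper likens the subtypes of MI_P7 to those of cardiomyocytes in the P28 heart. Under the rule used here, 0 of the 7 clusters was named cardiomyocyte-like. In cluster E, however, the class of highest marker fold was the cardiomyocyte (3.22 against 2.11 for the next class), which meets the limits on fold and lead, and it was left unnamed only because 4 genes of the lining of the heart were among its 10 leading genes. The list of these genes was written after the leading genes of E were seen. Without the lists of genes that leave a cluster unnamed, an alternative chosen after seeing the values, E (12.3% of the cells) is named cardiomyocyte-like. A cluster was so named in 11 of 12 settings, but not always one like E. With 20 principal components it held 29.3% of the cells and was led by Hbb-bs and Tmem263. Without called doublets (22.6%) and with total counts regressed out (21.1%) it was led by Tmem263. The settings of at least 200 and at least 1000 detected genes repeat the main clustering. With both libraries clustered together, 81 of the 135 cells of E were among those named macrophage-like. The names given depend on the rule, and 2 of them, macrophage-like, are of clusters without macrophage markers among their 10 leading genes. That absence is no evidence against macrophages, since markers such as Lyz2 were found in 100% of the cells of every MI_P7 cluster. Under the rule used, a cluster was named cardiomyocyte-like at a resolution of 1.2 (13.2% of cells) and with variable genes chosen by variance (12.2%). The same held with no limit on total counts (12.2%) and, chosen after seeing the values, with the version 5 assay (12.0%). The naming rule run first, which was replaced after its names were seen, called cluster A, with 22.4% of the cells, cardiomyocyte-like.

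In the group of Lrp5, Lrp5 was highest in cluster A, but Sp1 was highest in G, at 0.84 counts per 10000, and Ppp1r17 in C, at 0.0036.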

Other observations

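The tests of the lists without macrophage-like cells and of the genes detected per cell were set before their result was seen. The tests of cluster A, of cardiomyocyte genes in every cluster and of cluster E were chosen only after the result was seen.

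The 10 leading genes of cluster A, the MI_P7 cluster of lowest counts, took 26.7 counts per 10000 in it and 9.85 in the other MI_P7 cells, with the counts of each pooled. In the pooled control wells of MI_P7, which held 28628 counts, they took 37.4. As means over cells or wells, these values were 44.9, 11.9 and 72.4. The control wells are 5 negative and 5 positive ones, and 1 negative well held 45.2% of the counts, so they are not shown to be free of cells. In the other 4 negative wells, pooled, the genes took 56.1, with 4 of the 10 at least as high as in the cluster. A candidate explanation is signal that wells hold without a cell. It stays open, because 3 of the 10 genes were at least as high in the pooled control wells as in the cluster (5 in the negative wells alone and 5 in the positive wells alone) and Lrp5, at 24.5 per 10000 in the control wells, makes up most of the sum. That most of the 10 genes must carry the sum was required only after its value was seen. Lrp5 was at 425 per 10000 in the control wells of MI_P1. No biological explanation was tested.

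Counts of cardiomyocyte genes were found in every MI_P7 cluster. The 12 cardiomyocyte markers took 316 counts per 10000 in the pooled control wells of MI_P7 and 18.6 in the pooled fibroblast-like cells, and the 12 macrophage markers took 181 and 122. RNA or barcodes carried between wells may therefore be a source of these counts in clusters that hold other cells. The wells pooled include 5 positive controls and 1 negative well that held 45.2% of the counts. In the other 4 negative wells the cardiomyocyte markers took 480.6 and the macrophage markers 163 counts per 10000. The control wells hold few counts, and the share of carried counts in each cell was not estimated.

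In cluster E, Chchd10 was 9.85 times, Cox8b 6.79 times and Actn2 8.44 times as high as in the other MI_P7 cells, Myh6 1.51 times and Ttn 1.15 times, with the counts of each pooled. As means over cells, Chchd10 was 7.39 times, Cox8b 5.86 times, Actn2 5.46 times, Myh6 1.17 times and Ttn 0.99 times as high. Of the 12 fixed cardiomyocyte markers, 9 were over 2 times as high when pooled, from 2.49 times for Mybpc3 to 8.44 times for Actn2, with Myl2 at 2.65 times and Tnni3 at 3.54 times, while Myh6, Ryr2 (1.37 times) and Ttn were not. The test asked whether Ttn and Myh6, which are abundant in MI_P1, rise with Cox8b and Chchd10, and so rests on markers that are among those least raised. Myh6 lay just above the limit of 1.5 set for this test when pooled and below it as a mean over cells. The level that whole cells would bring is not fixed either, since Ttn had 288 counts per 10000 and Cox8b 5.02 in the pooled cardiomyocyte-like cells of MI_P1, but 19.9 and 62.6 in the 5 of MI_P7. Whole cardiomyocytes in some cells of E therefore cannot be told apart from RNA of part of their genes. As a mean over cells, the 12 markers took 53.6 counts per 10000 in E. The lowest value among the 5 cardiomyocyte-like cells of MI_P7 was 335. E as a whole was thus not at the level of those cells, but a mean does not exclude a few such cells in it. The 5 cells were not left out when the folds were computed. Cells of 2 types in 1 well were not tested here.

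Without the macrophage-like cells, the lowest median log2 ratio among the cytokine and leukocyte lists was 1.44, but this does not show what the lists are without macrophages. The 582 MI_P7 cells left also held macrophage markers, at a mean of 184 counts per 10000, against 285 in the 514 cells left out and 49.4 in the kept cells of MI_P1. Macrophages, RNA carried from them and the age of the donors therefore cannot be told apart as the source of the direction of these lists.

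The MI_P1 cells showed few genes for their counts. The genes seen were 0.28 of those that sampling the pooled profile at the same depth gives in MI_P1 and 0.46 in MI_P7. Counts that exceed the molecules captured would lower both values, and so would differences between cells, so these cannot be told apart.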
